# Top Common Differentially Expressed Genes in the Epileptogenic Nucleus of Two Strains of Rodents Susceptible to Audiogenic Seizures: WAR and GASH/Sal

**DOI:** 10.3389/fneur.2020.00033

**Published:** 2020-02-13

**Authors:** Samara Damasceno, Ricardo Gómez-Nieto, Norberto Garcia-Cairasco, Manuel Javier Herrero-Turrión, Faustino Marín, Dolores E. Lopéz

**Keywords:** audiogenic model, microarray, RNA-Seq, seizure, transcriptome

## Abstract

The Wistar Audiogenic Rat (WAR) and the Genetic Audiogenic Seizure Hamster from Salamanca (GASH/Sal) strains are audiogenic epilepsy models, in which seizures are triggered by acoustic stimulation. These strains were developed by selective reproduction and have a genetic background with minimal or no variation. In the current study, we evaluated the transcriptome of the inferior colliculus, the epileptogenic nucleus, of both audiogenic models, in order to get insights into common molecular aspects associated to their epileptic phenotype. Based on GASH/Sal RNA-Seq and WAR microarray data, we performed a comparative analysis that includes selection and functional annotation of differentially regulated genes in each model, transcriptional evaluation by quantitative reverse transcription PCR of common genes identified in both transcriptomes and immunohistochemistry. The microarray data revealed 71 genes with differential expression in WAR, and the RNA-Seq data revealed 64 genes in GASH/Sal, showing common genes in both models. Analysis of transcripts showed that *Egr3* was overexpressed in WAR and GASH/Sal after audiogenic seizures. The *Npy, Rgs2, Ttr*, and *Abcb1a* genes presented the same transcriptional profile in the WAR, being overexpressed in the naïve and stimulated WAR in relation to their controls. *Npy* appeared overexpressed only in the naïve GASH/Sal compared to its control, while *Rgs2* and *Ttr* genes appeared overexpressed in naïve GASH/Sal and overexpressed after audiogenic seizure. No statistical difference was observed in the expression of *Abcb1a* in the GASH/Sal model. Compared to control animals, the immunohistochemical analysis of the inferior colliculus showed an increased immunoreactivity for NPY, RGS2, and TTR in both audiogenic models. Our data suggest that WAR and GASH/Sal strains have a difference in the timing of gene expression after seizure, in which GASH/Sal seems to respond more quickly. The transcriptional profile of the *Npy, Rgs2*, and *Ttr* genes under free-seizure conditions in both audiogenic models indicates an intrinsic expression already established in the strains. Our findings suggest that these genes may be causing small changes in different biological processes involved in seizure occurrence and response, and indirectly contributing to the susceptibility of the WAR and GASH/Sal models to audiogenic seizures.

## Introduction

Epilepsy is a neurological condition determined by enduring predisposition to generate seizures and by its neurobiological, cognitive, psychological, and social consequences (1, 2). Several experimental models (*in vivo, in vitro*, and *in silico*) are available for the study of this disorder, and their use has been essential for understanding the ictogenic and epileptogenic processes (3–5). Experimental animal models are indispensable for epilepsy research and can be developed through induction of seizures in wild-type animals or inbreeding genetically epilepsy-prone animals (6, 7). The genetically seizure-prone models are maintained using inbreeding protocols and have a genetic background with minimal or no variation. Thus, these models may provide important molecular and genetic clues to uncover the development of epilepsy and the occurrence of seizures. Among the genetic models of epilepsy, there are the audiogenic models whose animals are susceptible to seizures triggered by acoustic stimulation, named audiogenic seizures.

The Wistar Audiogenic Rat (WAR) and the Genetic Audiogenic Seizure Hamster from Salamanca (GASH/Sal) strains are the most recent audiogenic models in rodents (8, 9). Although they originate from different species, the WAR and GASH/Sal strains present common aspects. Both are genetic models sensitive to sound stimuli, the WAR strain developed by selective reproduction of Wistar animals and the GASH/Sal strain with DNA mutations arising in a colony of Syrian hamsters (8, 9). During acoustic stimulation (sound intensity 110–120 dB), WAR and GASH/Sal animals exhibit a latency period that is interrupted by a wild running and subsequent generalized tonic–clonic seizures that may progress to more severe motor manifestations, such as dorsoventral flexion of the neck and hyperextension of the forelimbs and hindlimbs (8, 9).

The inferior colliculus (IC) is the main structure involved in the development of seizures in the audiogenic models, considered the epileptogenic nucleus (8–11). Experiments in the WAR model demonstrated the importance of this structure in the initiation of the audiogenic seizures (12, 13), and the immunoreactivity of the neural activity marker, c-Fos, was observed in the IC of WAR and GASH/Sal animals following seizures (8, 14). In addition to the behavioral similarities, it is believed that other aspects are shared between the two audiogenic models. Neurochemical and molecular aspects have been investigated and suggest that GASH/Sal presents abnormalities in the GABAergic neurotransmission (15) as already proposed for the WAR model (16, 17). Furthermore, López-López et al. (18) revealed common molecular alterations, such as the overexpression of the *Egr1, Egr2*, and *Egr3* genes in the IC of both models.

Later on, the IC of stimulated GASH/Sal and Syrian hamsters were used in RNA sequencing (RNA-Seq) analyses (18). Based on these RNA-Seq data from GASH/Sal and the microarray data from WAR, other genes were identified as differentially regulated in both models.

In the current study, we evaluated the transcriptional profiles of these common genes by quantitative reverse transcription PCR (RT-qPCR) and the protein expression in the epileptogenic nucleus by immunohistochehstry. The molecular mechanisms underlying epileptogenesis are thought to be associated with altered expression of gene groups. We believe that identifying common expression patterns in these two audiogenic models of different species may help elucidate molecular mechanisms involved in the common phenotype: audiogenic seizures. Our results contribute to the molecular characterization of the mentioned models and understanding of biological processes involved in the predisposition or response to sound-triggered seizures. In addition, it would provide new molecular targets with potential implications for human epilepsy studies and drug development.

## Materials and Methods

### Animals

Fourteen WAR and 13 Wistar male rats 12 weeks old were obtained from the Animal's Facility of the University of São Paulo (USP, Brazil). Fourteen GASH/Sal and 13 male Syrian hamsters 10 weeks old were obtained from the Animal's Facility of the University of Salamanca (USAL, Spain) and from Janvier Labs (Le Genest-Saint-Isle, France), respectively. The age of the animals was previously defined considering the period of greatest phenotypic stability of both audiogenic models. In the WAR, the maximum audiogenic seizure susceptibility is since 10 weeks old (19). In the GASH/Sal, the maximum seizure susceptibility occurs between 2 and 4 months, and subsequently decays (20) to the point of losing seizure around 6 months old, probably due to a gradual hearing loss (8). All animals were maintained under normal conditions of lighting (12-h light/dark cycle) and temperature (22 ± 1°C) in an acoustically controlled environment, and with free access to water and food. The animals were subdivided into four groups: (1) the naïve control group (Wistar N and Syrian N; *n* = 7 per strain); (2) the naïve audiogenic group (WAR N and GASH/Sal N; *n* = 7 per strain) corresponding to seizure-prone animals that did not receive any acoustic stimulation or developed any seizures; (3) the stimulated control group (Wistar S and Syrian S; *n* = 6 per strain), composed of Wistar rats and Syrian hamsters subjected to acoustic stimulation; and (4) the stimulated audiogenic group (WAR S and GASH/Sal S; *n* = 7 per strain) corresponding to seizure-prone animals that were subjected to acoustic stimulation and presented a convulsive episode. The acoustic stimulation was individual and consists of a single high-intensity acoustic stimulus of 110 dB for a maximum of 60 s or until the onset of the tonic seizure in cases of the audiogenic animals. The stimulus is the sound of a ring bell recorded on an audiotape digitalized with a high-pass filter (>500 Hz) and reproduced by a computer coupled to amplifiers and tweeters in the upper side of the cage (120 dB) (21). All animals submitted to the stimulation were evaluated according to the severity index (SI) described by Garcia-Cairasco et al. (21, 22). The stimulated control group (Wistar S and Syrian S) was composed of animals that did not respond to sound. All rats and hamster controls presented SI = 0.00 (no seizures). The stimulated audiogenic seizures susceptible group (WAR S and GASH/Sal S) was composed of animals that presented generalized tonic–clonic seizures and clonic spasms. All of the WAR presented SI ≥ 0.85 (tonic seizures plus generalized clonic seizures). The euthanasia and tissue collection were defined according to the methodology employed. Euthanasia was 60 min after the acoustic stimulation for specific groups for qPCR transcript quantification and 90 min for immunohistochemical protein evaluation.

The tissue preparation of WAR animals and their control counterparts was carried out at the University of São Paulo following the same procedures used for the GASH/Sal at the University of Salamanca (see below), and all samples including brain tissues were appropriately shipped to the University of Salamanca to process all specimens in parallel. All procedures and experimental protocols were performed according to the guidelines of the European Community's Council Directive (2010/63/UE) and Brazilian legislation for the care and use of laboratory animals, and approved by the Bioethics Committee of the University of Salamanca (approval number 300) and the Ethics Committee on Animal Experimentation of the University of São Paulo.

### WAR Microarray

WAR microarray data were obtained during the study performed by López-López et al. (18). Briefly, RNA was extracted from the IC of seven WAR and three Wistar rats previously subjected to acoustic stimulation. After RNA purification and quantification, the RNA was amplified subsequently, using the WT Sense Target labeling and control reagents kit (Affymetrix Inc.), and then hybridized to rat microarrays (Gene 1.0 ST Array). Following scanning and image analysis, the microarray data were imported and the significance analysis of microarrays (SAM algorithm) was used to identify significant differential expression between the experimental groups. We selected the genes that vary in a range fold change greater than or equal to two (|FC| ≥ 2) among other genes and *p* < 0.05 (*p* ≤ 0.05). The functional annotation of the selected genes was performed using the Gene Ontology (GO) Consortium database. The microarray WAR data were deposited in the NCBI's Gene Expression Omnibus at GEO Series accession numbers GSE74150 (18).

### GASH/Sal RNA-Seq

The GASH/Sal RNA-Seq data were obtained from the study by López-López et al. (18). Briefly, RNA was extracted from the IC of four GASH/Sal and four Syrian hamsters that were subjected to acoustical stimulation as described above. After RNA purification and quantification, a pool of the RNA samples from IC of each group was generated. After validation and quantification of both libraries, the sequencing was performed in the Illumina Miseq platform (Illumina). Raw sequence was assessed for quality using FastQC and filtered by value ≥30 on the Phred scale (0–40). The filtered reads were mapped in reference genome of Syrian hamster, *Mesocricetus auratus* (MesAur 1.0), using STAR software, and the identification of differentially regulated genes was performed using EdgeR software. For this study, we selected the genes that vary in a range fold change greater than or equal to two (|FC| ≥ 2) and with a sum of reads greater than or equal to 100 (Σreads ≥ 100) between the sample sequenced in GASH/Sal and the control. Subsequently, the selected genes were submitted to functional annotation using the GO Consortium database. The data of RNA-Seq GASH/Sal were deposited in the NCBI BioProject at accession number 230618 (18).

### Quantitative Reverse Transcription PCR (RT-qPCR)

The primers were designed for species *Rattus norvegicus* and *M. auratus*. Gene sequences were obtained from the Ensembl Genome Browser database (http://www.ensembl.org/index.html) and the primers were designed aligned in different exons using the Primer3 software (http://bioinfo.ut.ee/primer3-0.4.0/primer3/) (Table 1). The quality of the designed primers was evaluated through NetPrimer software (http://www.premierbiosoft.com/netprimer/), and their specificity was tested by alignment analysis using the Primer-BLAST software (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). The primers were synthesized by Thermo Fisher Custom Primers (Invitrogen–Thermo Fisher).

**Table 1:** Sequences of the primers designed for quantitative reverse transcription PCR analyses.

**Gene symbol**	**Ensembl number**	**Species**	**Forward (5^**′**^-3^**′**^)**	**Reverse (5^**′**^-3^**′**^)**	**Product size (bp)**
*Egr3*	ENSRNOG00000017828 ENSMAUG00000000747	*Rattus norvegicus* *Mesocricetus auratus*	CCACAAGCCCTTCCAGTGTC	GTGCGGATGTGAGTGGTGAG	75
*Npy*	ENSRNOG00000046449 ENSMAUG00000018791	*Rattus norvegicus* *Mesocricetus auratus*	ACCCTTCCATGTGGTGATGG	TGGACAGGCAGACTGGTTT	100
*Rgs2*	ENSRNOG00000003687 ENSMAUG00000020846	*Rattus norvegicus* *Mesocricetus auratus*	TGCTCTGGGCAGAAGCATTT	AAGTCTTCGCAAGCCAACCA	124
*Ttr*	ENSRNOG00000016275 ENSMAUG00000011770	*Rattus norvegicus* *Mesocricetus auratus*	GCCTCGCTGGACTGATATTTG	TCGGACAGCATCCAGGACTT	95
*Abcb1a*	ENSRNOG00000008012 ENSMAUG00000012772	*Rattus norvegicus* *Mesocricetus auratus*	GGAAATCATTGGGGTGGTGA	GGCATTGGCTTCCTTGACAG	127
Actb^*^	ENSRNOG00000034254 ENSMAUG00000008763	*Rattus norvegicus* *Mesocricetus auratus*	AGCCATGTACGTAGCCATCC	ACCCTCATAGATGGGCACAG	115

* *Housekeeping gene is selected as the reference gene*.

A total of 48 animals (6 animals from each group and each strain) were used for mRNA analysis of the IC. All animals were euthanized 60 min after the stimulus of the specific groups. RNA from IC samples was extracted according to the protocol of TRIzol™ Reagent (#15596026, Invitrogen). The total RNA was quantified using the Spectrophotometer NanoDrop 2000 (Thermo Fisher Scientific), and the samples used presented 260/230 nm and 260/280 nm ≥ 1.8 ratios. The complementary DNA (cDNA) synthesis was performed using the First Strand cDNA Synthesis Kit (#K1622, Promega).

The relative quantification of the transcripts was performed on ABI Prism 7000 (Applied Biosystems) using the SYBR Green Master Mix (#4309155, Applied Biosystems). The list of primers used is provided in Table 1. The housekeeping *Actb* gene (β-actin) was selected as the reference gene. 

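In the sound-stimulated arrays of the inferior colliculus (IC), *Actb* (probe set 10756799), which encodes the cytoskeletal protein β-actin, and *Gapdh* (probe set 10905817), which encodes an enzyme of glycolysis, were among the brightest genes and had nearly equal values in WAR and Wistar rats. The mean log2 value of *Actb* was 12.98 ± 0.02 (SD, n = 5) in WAR and 12.97 ± 0.01 (SD, n = 2) in Wistar rats, a log2 fold change of 0.01 (95% confidence interval −0.28 to 0.30). The mean log2 value of *Gapdh* was 13.78 ± 0.03 (SD, n = 5) in WAR rats, and both Wistar arrays held the same value, 13.77. Its log2 fold change was 0.0070 (95% confidence interval −0.17 to 0.18), and it changed sign after a cyclic loess normalization (−0.0013) and without WAR replicate 5 (−0.0061). Over the 7 stimulated arrays, 3.8% of the 14506 genes measured under a name had a lower SD than *Actb* and 5.40% had a lower SD than *Gapdh*, where identical values shared by arrays make the spread smaller. By the SD within the 4 groups of stimulated and unstimulated arrays, *Actb* ranked 8001 and *Gapdh* ranked 1737 of these genes from the lowest. In the arrays of rats not exposed to sound, which were normalized separately, the SD was 0.21 for *Actb* and 0.11 for *Gapdh* (n = 8). By their mean level over both parts, *Actb* lay at percentile 99.9 and *Gapdh* at percentile 100 of the genes. Of 16 probe sets named *Gapdh*, the one with the highest mean was used, and the others were left out. Both genes lie at the top of the range of the arrays, and saturation, which would make values more alike, was not tested. WAR replicate 4 lay above the other WAR arrays for *Actb*, and WAR replicate 5 for *Gapdh*.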

Initially, two candidate genes [β-actin (*Actb*) and glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*)] were selected according to the expression levels detected in the WAR and GASH/Sal microarray (18). The expression of these genes was also verified by RT-qPCR, and the NormFinder software was used to calculate the intra- and intergroup gene expression variations. Results indicated *Actb* as the most stable gene for normalization of RT-qPCR data in the IC.

Initially, a serial dilution curve was made to verify the efficiency of the primers of the target and reference genes. The plates were assembled by species and the reactions were evaluated in duplicate containing the following: 10 μl of SYBR, 2 μl of cDNA (10 ng), 0.4 μl of each primer (10 μM), and 7.2 μl of MiliQ water free of DNase and RNase completing the volume of 20 μl. The cycling conditions were according to the protocol of the intercalating agent used. The relative gene expression value for each transcript was calculated according to the formula 2^−(ΔCt “condition 1”−ΔCt “condition 2”)^, where “condition 1” corresponds to the experimental sample, “condition 2” corresponds to the sample from the control animal, and ΔCt of each “condition” is Ct_“experimental gene”_ − Ct_“endogenous gene”_ (23). Quantification data were analyzed for normality distribution using the D'Agostino-Pearson and Shapiro-Wilk tests. The relative mRNA of the groups was evaluated using unpaired *t*-test. The analyses were performed using GraphPad Prism 7 and outlier analyses were performed by Grubbs test. *p* ≤ 0.05 was considered as statistically significant.

### Immunohistochemistry

A total of six animals corresponding to the control naïve group (one animal per strain) as well as audiogenic animals at naïve (one animal per strain) and sound-stimulated (one animal per strain) conditions were used for immunohistochemical analysis of the proteins encoded by the *Npy, Rgs2*, and *Ttr* genes. The animals were euthanized with phenobarbital (60 mg/kg) and transcardially perfused with an aldehyde-based fixative following the standard laboratory protocols (24). To verify gene expression related to audiogenic seizures, the perfusion protocol was carried out 90 min after the sound stimulation of the specific group. The brains from all experimental groups were processed in parallel using the same procedures and reagents for light microscopy study. Briefly, the brains were removed from the skull without the meninges, cryoprotected by immersion in 30% sucrose and sectioned in coronal sections of 40 μm thickness using a freezing sliding microtome MICROM HM 400R (Leica Biosystems). The free-floating sections were washed and treated in blocking solution to subsequently incubate in primary and secondary antibody antisera (Table 2) following the indirect detection method (24). Then, the sections were washed and treated for the chromogenic detection in the ABC/DAB system without nickel intensification (#PK-4000 and #SK-4100, Vector Laboratories). For each brain, the sections were mounted on slides, dehydrated in ethanol, and coverslipped with Entellan Neu (#107961, Merck). Negative controls were not treated with primary antibodies, and this resulted in no immunolabeling. Histological sections containing the IC were examined using a microscope DMBL (Leica Biosystems) equipped with a digital camera DP50 (Olympus). Low- and high-magnification photomicrographs were captured with 10 × and 40 × objective lens, respectively. All images were adjusted with minor modifications for brightness and contrast using Adobe Photoshop (version 9.0), and the final composition of the figures was achieved with Canvas 14 software.

**Table 2:** Antibodies and dilutions used for the immunohistochemical approaches.

**Antigen**	**Primary antibody**	**Reference**	**Dilution**	**Secondary antibody**	**Reference**	**Dilution**
NPY	Sheep anti-Neuropeptide Y	ab6173 Abcam	1/500	Biotinylated rabbit Anti-Sheep	BA-6000 Vector	1/200
RGS2	Rabbit anti-RGS2	ab36561 Abcam	1/300	Biotinylated goat Anti-Rabbit	BA-1000 Vector	1/200
TTR	Rabbit anti-Prealbumin	ab9015 Abcam	1/1,000	Biotinylated goat Anti-Rabbit	BA-1000 Vector	1/200

## Results

### Differentially Expressed Genes and Functional Annotation

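RNA from the IC, a midbrain auditory nucleus needed for audiogenic seizures to start, was hybridized to Affymetrix rat gene arrays, which read each gene with a set of probes spread along its transcript. By the sample labels, 5 arrays came from WAR rats, a strain bred for seizures evoked by loud sound, after acoustic stimulation (WAR S). The others were 2 arrays of stimulated Wistar rats (Wistar S), 4 of WAR rats without stimulation (WAR N) and 4 of Wistar rats without stimulation (Wistar N). The methods text gives 7 stimulated WAR and 3 stimulated Wistar rats, and the general notes of the deposit describe all animals as stimulated, so the label of each array was followed. The stimulus was a sound of 110 dB, the rats were 12 weeks old, and tissue was taken 60 min after the stimulus. The authors deposited log2 values made by RMA (background correction, quantile normalization and 1 summary value per probe set).
Between 2675 and 3286 probe sets held identical values in each of the 21 pairs of stimulated arrays, against 2 to 13 in each of the 28 pairs of naïve arrays and 0 in the 56 pairs of 1 stimulated and 1 naïve array. Stimulated and naïve arrays were therefore taken as normalized separately, and strains were compared only among stimulated or only among naïve arrays. The median log2 value of an array ran from 7.21 to 7.27 in WAR S, 7.21 to 7.22 in Wistar S, 7.08 to 7.14 in WAR N and 7.01 to 7.08 in Wistar N, where levels set across the stimulated and naïve arrays are not comparable. Of 29214 probe sets, 15310 carried 1 gene symbol, 323 carried several and 13581 carried none. For each gene the probe set with the highest mean was kept, which left 14506 genes. They were tested with limma over all 15 arrays with a mean per group, so that the 4 groups share an estimate of the spread, with Benjamini-Hochberg adjustment. The counts depend on this sharing. With only the compared groups in the model, 274 genes in place of 60 passed an adjusted p of 0.05 between WAR S and Wistar S. Between WAR N and Wistar N, 879 genes in place of 3037 passed. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. By the running numbers in their labels, part of the arrays form 1 series in which no number repeats, here called label set 1. The remaining arrays, among which a number repeats, do not form such a series and are here called label set 2. Both Wistar S arrays and WAR S replicates 1, 2 and 5 belong to label set 1. No source names these sets as batches, and label set 2 has no Wistar S array. The number of arrays, above all the 2 of Wistar S, limits the precision. The labels title each array as a biological replicate of a rat. No source used here states outright whether the RNA of an array came from a single rat.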

The stimulated WAR and GASH/Sal transcriptomes allowed us to identify common differentially regulated genes between these audiogenic models. The microarray data from WAR revealed 71 genes with differential expression considering FC values ≥2 and the RNA-Seq data from GASH/Sal revealed 64 genes considering the same FC. 

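Genes of brain blood vessels were prominent among those higher in WAR S than in Wistar S. *Slc19a3*, which encodes a thiamine transporter, had the largest difference, a log2 fold change of 2.46 (standard error 0.43, adjusted p = 0.0212 from limma). *Adgrf5*, an adhesion receptor of endothelial cells, was higher by 2.00 (standard error 0.35), *Itm2a*, a membrane protein, by 1.71 (standard error 0.17), and *Nostrin*, which controls the trafficking of endothelial nitric oxide synthase, by 1.31 (standard error 0.14). For *Itm2a*, WAR S replicate 3 lay above the other WAR S arrays. Of 34 measured endothelial markers, 6 were higher and none was lower at an adjusted p of 0.05 from limma (16 higher when adjusted over the list alone). The median log2 fold change of this list was 0.57 (adjusted p = 6.55e-30 from camera), with adjusted p = 0.0554 with an estimated correlation. The diagram of Figure 1 names 9 of these markers, chosen on stimulated arrays of this study, so the list is not independent evidence of its direction; the other 25 had a median of 0.47.
Of 22 microglia and macrophage markers, 2 were higher and none was lower (3 higher when adjusted over the list alone), with a median of 0.14 (adjusted p = 9.65e-05 from camera, and adjusted p = 0.0298 with an estimated correlation). They were *P2ry12*, the ADP receptor of microglia, with a log2 fold change of 0.89 (standard error 0.090), and *Lair1*, an inhibitory receptor for collagen, with 1.88 (standard error 0.28). None of 19 astrocyte markers passed the test alone (6 lower when adjusted over the list alone), but all but 1 had negative differences. The median was −0.28 (adjusted p = 6.13e-14 from camera, and adjusted p = 0.000979 with an estimated correlation). *Plpp3*, a lipid phosphatase, had a log2 fold change of −0.67 (standard error 0.15), and *Slc6a11*, the GABA transporter of astrocytes, of −0.87 (standard error 0.23). Of 8 red blood cell markers, *Hbb*, a hemoglobin chain, was lower by a log2 fold change of −1.17 (standard error 0.20), and none was higher (4 lower when adjusted over the list alone). The list had a median of −0.25 (adjusted p = 3.01e-06 from camera, and adjusted p = 0.0660 with an estimated correlation), and of −0.12 without Wistar S replicate 2.
Other genes lower in WAR S were *Sucnr1*, the receptor for succinate, with a log2 fold change of −1.78 (standard error 0.17), *Fis1*, a factor of mitochondrial fission, with −1.32 (standard error 0.19), *Ephx2*, the soluble epoxide hydrolase, with −1.13 (standard error 0.13), and *Prps1*, which makes the precursor of nucleotides, with −1.06 (standard error 0.13). At a fold change of at least 2 and an unadjusted p of at most 0.05 from limma, 39 genes differed between WAR S and Wistar S, 26 higher and 13 lower in WAR S. At an adjusted p of 0.05 without a fold threshold, 60 genes differed, 31 higher and 29 lower. This last count was 13 without Wistar S replicate 1, 7 without Wistar S replicate 2 and 38 without WAR S replicate 1. Within label set 1 it was 14, of which 11 were among the 60. The count was 16 with the replicate number as a block, 274 with only the stimulated arrays in the model and 1433 with array weights.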

The genes Early Growth Response 3 (*Egr3*), Regulator of G-protein signaling 2 (*Rgs2*), and Transthyretin (*Ttr*) were differentially expressed in both models (Figure 1). 

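*Egr3* and *Rgs2* were higher in WAR S than in Wistar S, and the lower value of *Ttr* did not pass the test across all genes. The mean log2 value of *Egr3* (probe set 10781337) was 8.85 ± 0.15 (SD, n = 5) in WAR S and 7.80 ± 0.03 (SD, n = 2) in Wistar S. This is a log2 fold change of 1.05 (standard error 0.18, adjusted p = 0.0212 from limma). *Rgs2* (probe set 10768332) was 9.77 ± 0.23 (SD, n = 5) in WAR S and 8.92 ± 0.04 (SD, n = 2) in Wistar S, a log2 fold change of 0.85 (standard error 0.15, adjusted p = 0.0212 from limma). *Ttr* (probe set 10800426) was 5.59 ± 0.16 (SD, n = 5) in WAR S and 6.48 ± 0.31 (SD, n = 2) in Wistar S, a log2 fold change of −0.89 (standard error 0.28, adjusted p = 0.301 from limma). Of 17 genes of the RGS family, which switch off G protein signaling, *Rgs2* alone was higher (2 when adjusted over the list alone) and none was lower. The list had a median of 0.05 (adjusted p = 0.0262 from camera, and adjusted p = 0.0839 with an estimated correlation), and of 0.026 without Wistar S replicate 2. Without *Rgs2* and *Rgs5*, which the diagram names, it had adjusted p = 0.367 from camera.
The calls of *Egr3* and *Rgs2* were lost without either Wistar S array and with SAM, that of *Rgs2* also with only the stimulated arrays in the model (adjusted p = 0.0523 from limma), and over all alternatives the adjusted p from limma or SAM ran from 9.92e-06 to 0.375 for *Egr3* and from 4.67e-05 to 0.473 for *Rgs2*. SAM rested on the 21 possible splits, the real one among them, and called 2 genes in all. A call lost with SAM therefore says little about a single gene. Within label set 1 the log2 fold change was 1.003 for *Egr3* (adjusted p = 0.271 from limma), 0.996 for *Rgs2* (adjusted p = 0.0289) and −0.98 for *Ttr* (adjusted p = 0.640). From the genes past its fold threshold in the WAR arrays and in the GASH/Sal sequencing, the paper states that these 3 genes were differentially expressed in both models, and it takes them on to RT-qPCR.

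**Figure D1:**
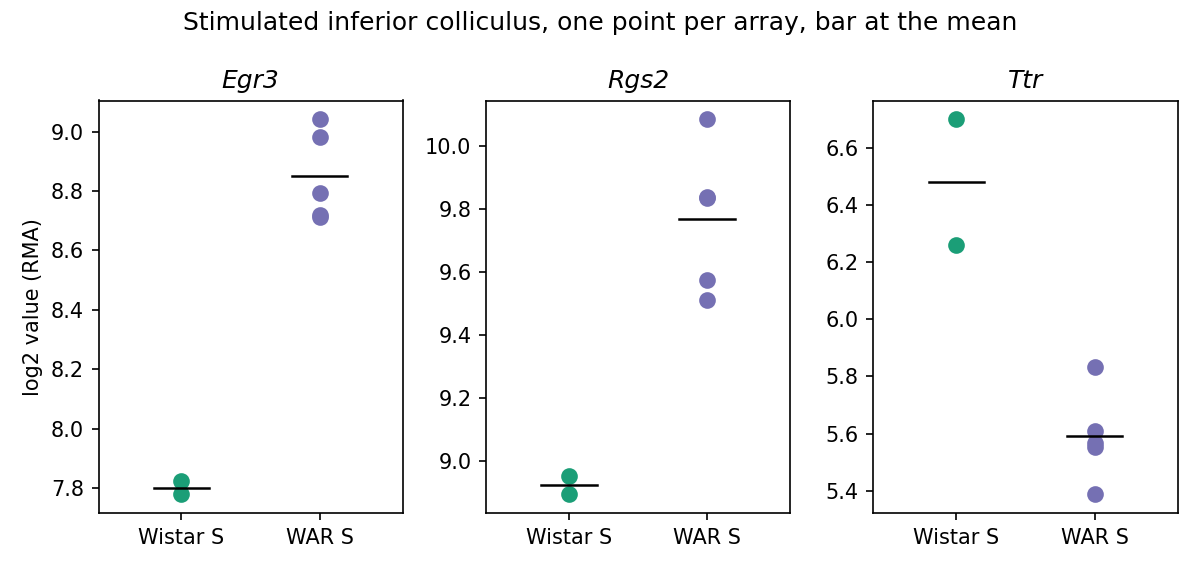
Log2 values (RMA) of *Egr3*, *Rgs2* and *Ttr* in the stimulated arrays, with 1 point per array and a bar at the mean of each group (Wistar S, n = 2, and WAR S, n = 5). The vertical axes differ between the genes and do not start at 0. The 5 WAR S points lie above both Wistar S points for *Egr3* and *Rgs2* and below both for *Ttr*.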

The *Egr3* gene encodes a transcription factor that is induced by several stress factors. The *Rgs2* gene encodes a protein that modulates G protein-coupled receptor signaling cascades. The *Ttr* gene encodes a carrier protein that transports the thyroxin and retinol binding protein complex, and is involved in neuropathies. The functional annotation of the genes selected from each model showed common categories of molecular functions, biological processes, and cellular components. Among the molecular functions, the categories “binding” and “catalytic activity” stood out in both models, presenting the highest number of genes with differential expression. Furthermore, it is noteworthy that the category “transcription regulator activity” was found the third most represented in GASH/Sal, showing 11 differentially expressed genes, Early Growth Response 1, 2, 3, and 4 (*Egr1*; *Egr2*; *Egr3*; *Egr4*), SERTA domain containing 1 (*Sertad1*), Neuronal PAS domain protein 4 (*Npas4*), TNF receptor associated factor 5 (*Traf5*), Kruppel-like factor 7 and 10 (*Klf7; Klf10*), and AP-1 transcription factor subunit (*Jun; Junb*), whereas in WAR, the same category was represented only by the *Egr3* gene. 

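Of the 11 transcription regulators that the paper lists for GASH/Sal, 10 were measured on the WAR arrays under a gene name, and *Traf5* is not analysed here. *Egr3* and *Klf10*, a Krüppel-like factor induced by TGF-β, were higher in WAR S than in Wistar S at an adjusted p of 0.05 from limma, and none was lower (2 higher when adjusted over the list alone). *Klf10* had a log2 fold change of 0.76 (standard error 0.15, adjusted p = 0.0466 from limma). The values of *Egr1*, 0.71 (standard error 0.49), *Npas4*, 0.61 (standard error 0.40), and *Junb*, 0.45 (standard error 0.27), did not pass the test, nor did those of *Sertad1*, 0.25, *Klf7*, 0.20, *Egr2*, 0.14, *Egr4*, 0.12, and *Jun*, −0.27. For *Sertad1*, WAR S replicate 3 lay above the other WAR S arrays, and for *Jun*, replicate 4 lay below them. For the list the median was 0.35 (adjusted p = 9.65e-05 from camera, and adjusted p = 0.143 with an estimated correlation). A wider list of 43 immediate early genes, which neurons switch on within minutes of strong activity, had 3 higher and none lower (3 when adjusted over the list alone), *Egr3*, *Rgs2* and *Klf10*. Its median was 0.19 with 37 positive members (adjusted p = 5.37e-07 from camera, and adjusted p = 0.123 with an estimated correlation). None of 19 neuron markers passed the test (median 0.01, adjusted p = 0.547 from camera).
Immediate early genes were higher in WAR S replicates 3 and 4, of label set 2, than in replicates 1, 2 and 5. The median difference was 0.26, with 32 of 43 positive. For the 10 regulators it was 0.33 (standard error 0.21) with 9 positive, the largest being *Npas4* (1.36), *Egr1* (1.12) and *Junb* (1.06). Between the same arrays, ependymal markers were higher by a median of 0.27 (standard error 0.096), endothelial markers by 0.18 (standard error 0.047) and pericyte and smooth muscle markers by 0.10 (standard error 0.045), and ion channel genes of inherited epilepsies had a median of −0.18 (standard error 0.059). On the first principal component of the stimulated arrays, replicates 3 and 4 lay at −9.85 and −15.8 and the other WAR S arrays from −3.92 to 0.71. Within label set 1 the median was 0.10 for the regulators (adjusted p = 0.110 from camera) and 0.07 for the immediate early genes (adjusted p = 0.0200 from camera).

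**Figure D2:**
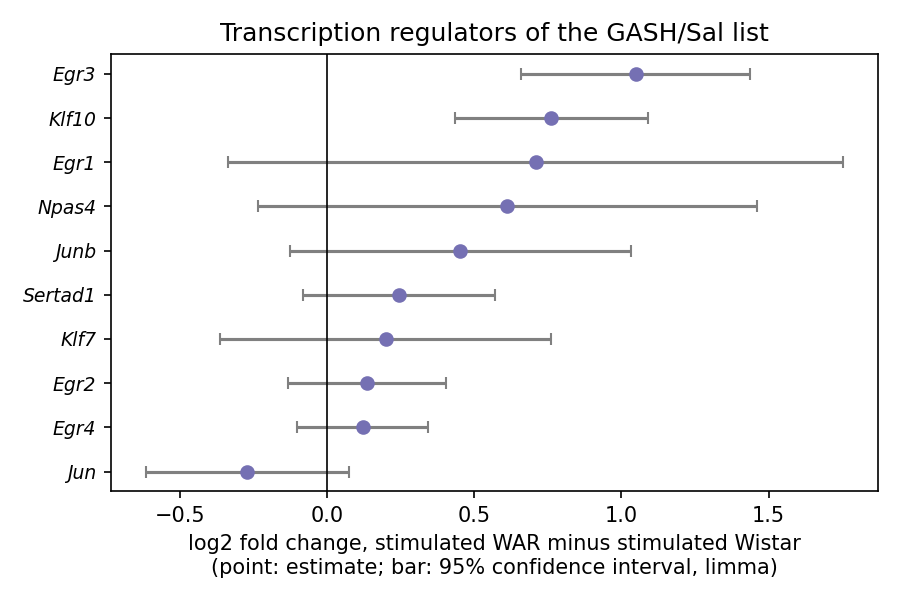
Log2 fold change of WAR S over Wistar S for the 10 measured transcription regulators of the GASH/Sal list. Points are the estimates and bars the 95% confidence intervals from limma, before adjustment for the number of genes; the intervals of *Egr3* and *Klf10* lie above 0, and those of the other genes include 0.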

In the classification of biological processes, the categories “cellular process” and “metabolic process” were the most represented in both models followed by the categories “biological regulation” and “response to stimulus” (Figure 2). The common differentially expressed genes between WAR and GASH/Sal were mainly in the categories “metabolic process,” “catalytic activity,” and “transcriptional regulator activity.” 

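In the stimulated WAR arrays, *Egr3* and *Rgs2* lay above both stimulated Wistar arrays in every array, and *Ttr* lay below them. The log2 values of *Egr3* ran from 8.71 to 9.04 in WAR S and were 7.78 and 7.82 in Wistar S. Those of *Rgs2* ran from 9.51 to 10.09 in WAR S and were 8.89 and 8.95 in Wistar S. Those of *Ttr*, the gene of the thyroxine carrier transthyretin, ran from 5.39 to 5.83 in WAR S and were 6.26 and 6.70 in Wistar S. The paper selected these 3 genes for their fold change on stimulated arrays of this study, so their separation is not independent evidence of a difference. For each of them a 2-sided exact permutation test gave p = 0.0476, the smallest value that 5 arrays against 2 allow, with 1 of 21 splits as large.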

The *Egr3, Rgs2*, and *Ttr* genes were identified as overexpressed in RNA-Seq data of the GASH/Sal strain, and the *Egr3* and *Rgs2* genes were identified as overexpressed in microarray data from WAR, while the *Ttr* gene was shown underexpressed. To validate these data, we quantified the transcript levels of the common genes between the models. Neuropeptide Y (*Npy*) and ATP binding cassette subfamily B member 1A (*Abcb1a*) genes were also assessed, both overexpressed in WAR and GASH/Sal (Figure 3). 

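*Abcb1a* (probe set 10853300), which encodes the efflux pump P-glycoprotein of the blood-brain barrier, was higher in WAR S than in Wistar S, and the higher value of *Npy* did not pass the test across all genes. The mean log2 value of *Abcb1a* was 8.41 ± 0.19 (SD, n = 5) in WAR S and 7.23 ± 0.0060 (SD, n = 2) in Wistar S, a log2 fold change of 1.18 (standard error 0.18, adjusted p = 0.0109 from limma). WAR S replicate 3 lay at 8.74 and the other WAR S arrays between 8.31 and 8.38. *Npy* (probe set 10855506) was 10.19 ± 0.15 (SD, n = 5) in WAR S and 9.25 ± 0.27 (SD, n = 2) in Wistar S, a log2 fold change of 0.94 (standard error 0.23, adjusted p = 0.130 from limma). Of 14 drug efflux transporters, *Abcb1a* was higher and none was lower (2 higher when adjusted over the list alone), with a median of 0.08 (adjusted p = 0.00757 from camera). The list had adjusted p = 0.187 with an estimated correlation, and without *Abcb1a*, which the diagram names, adjusted p = 0.0933 from camera. Its median was 0.0051 without Wistar S replicate 2 and 0.051, 0.046 and 0.13 without WAR S replicates 1, 2 and 5. None of 31 neuropeptide genes passed the test alone (3 higher when adjusted over the list alone), but 28 had positive differences, with a median of 0.10 (adjusted p = 3.57e-06 from camera, and adjusted p = 0.0284 with an estimated correlation). *Tac1*, the precursor of substance P, had the smallest p of this list, with a log2 fold change of 1.08 (standard error 0.23, adjusted p = 0.0653 from limma).
The call of *Abcb1a* was lost without either Wistar S array and with SAM (adjusted p from 9.92e-06 to 0.283 over all alternatives from limma and SAM), and *Npy* passed with only the stimulated arrays in the model (adjusted p = 0.0315 from limma) and with array weights, over a range from 0.000177 to 1. As SAM called 2 genes in all from its 21 splits, the loss of *Abcb1a* there says little. Within label set 1 the log2 fold change was 1.08 for *Abcb1a* (adjusted p = 0.0170 from limma) and 0.996 for *Npy* (adjusted p = 0.527).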

*Npy* encodes the neuropeptide Y that acts as a neurotransmitter and is involved in physiological and homeostatic processes. *Abcb1a* encodes a transmembrane glycoprotein related to multidrug resistance. *Npy* and *Abcb1a* were not filtered in the GASH/Sal data by the FC criterion. However, we included them in this study due to preliminary results of these genes in WAR (unpublished data) and potential in the epileptic phenotype and treatment, respectively.

**Figure 1:**
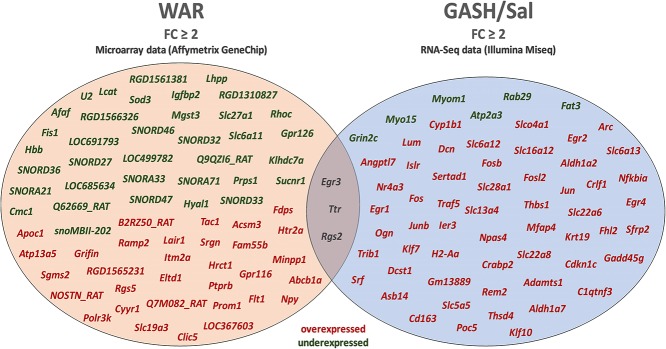
Diagram with the genes identified as differentially regulated in the inferior colliculus (IC) of the WAR and GASH/Sal models using the selection criterion of fold change (|FC| ≥ 2). cDNA microarray analysis and RNA-Seq identified a total of 71 and 64 differentially expressed genes in the WAR and GASH/Sal, respectively. A set of three differentially expressed genes (*Egr3, Ttr*, and *Rgs2*) overlapped between the microarray and RNA-Seq approaches. Genes highlighted in red: overexpressed genes; Genes highlighted in green: underexpressed genes; Genes highlighted in gray: common differentially expressed genes.

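The WAR part of the diagram gives 71 gene names, read here by eye, of which 42 matched a measured gene. Of these, 4 were matched through a synonym, *Afaf* to *Eqtn*, *Fam55b* to *Nxpe4*, *Eltd1* to *Adgrl4* and *Gpr116* to *Adgrf5*. The direction was the same in 41 of the 42 names, 26 of 27 drawn as overexpressed and 15 of 15 drawn as underexpressed. The exception was *Minpp1*, an inositol phosphate phosphatase, with a log2 fold change of −0.32 (standard error 0.19, adjusted p = 0.971 from limma). *Nxpe4*, drawn as overexpressed, was counted as the same direction at a log2 fold change of only 0.025 (unadjusted p = 0.822 from limma). The median log2 fold change of WAR S over Wistar S was 1.08 for the names drawn as overexpressed and −1.06 for those drawn as underexpressed. A fold change of at least 2 with an unadjusted p of at most 0.05 from limma was reached by 29 of the 42, and an adjusted p of 0.05 by 22. The diagram does not name 10 of the genes that reached that fold change and p here, among them *Tek*, the endothelial receptor of angiopoietins, with a log2 fold change of 1.09 (standard error 0.19). The names were chosen on stimulated arrays of this study, so the tally is not independent evidence of the directions. The remaining names, among them small nucleolar RNA genes and placeholder symbols, are not analysed here. A name in the form of a protein entry was read as *Nostrin* after its values had been seen.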

**Figure 2:**
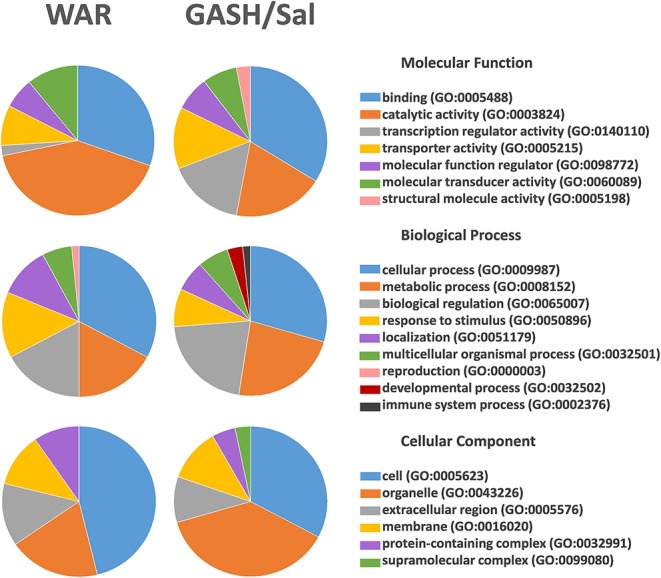
Functional annotation of the genes identified as differentially regulated in WAR and GASH/Sal models. The functional annotation was performed, independently, with the 71 differentially expressed genes in the WAR model and 64 differentially expressed genes in the GASH/Sal model. The annotation presents categories of molecular functions, biological processes, and cellular components that are represented by different colors on the pie charts.

**Figure 3:**
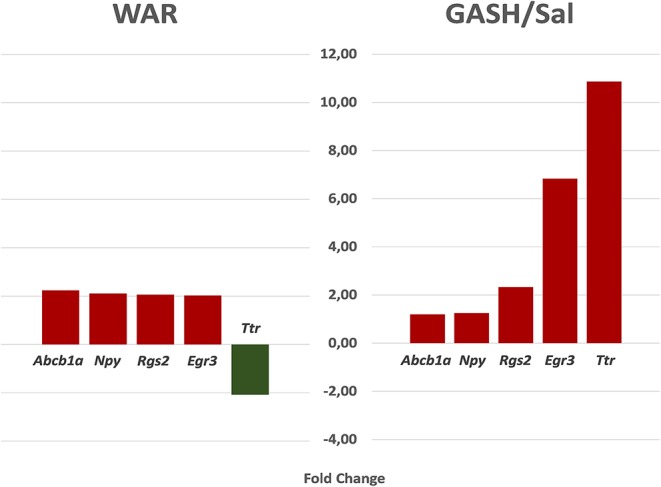
The fold change (FC) of the genes evaluated by RT-qPCR according to transcriptome data. *Egr3, Rgs2*, and *Ttr* genes are commonly differentially regulated between WAR and GASH/Sal models, and *Npy* and *Abcb1a* are not filtered in the GASH/Sal data by the FC criterion, but included in this evaluation due to preliminary results. In the WAR model: *Abcb1a* (FC = 2.23); *Npy* (FC = 2.10); *Rgs2* (FC = 2.06); *Egr3* (FC = 2.07); *Ttr* (FC = −2.08). In the GASH/Sal model: *Abcb1a* (FC = 1.19); *Npy* (FC = 1.25); *Rgs2* (FC = 2.33); *Egr3* (FC = 6.83); *Ttr* (FC = 10.86).

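Written as a signed fold change of WAR S over Wistar S, with a negative sign where WAR S was lower, the values from limma were 2.27 for *Abcb1a*, 2.07 for *Egr3*, 1.92 for *Npy*, 1.80 for *Rgs2* and −1.85 for *Ttr*. The 95% confidence interval of the log2 fold change, over 5 arrays against 2, ran from 0.80 to 1.56 for *Abcb1a* and from 0.66 to 1.44 for *Egr3*. For *Npy* it ran from 0.44 to 1.44, for *Rgs2* from 0.53 to 1.16 and for *Ttr* from −1.48 to −0.29. The intervals of the 4 genes higher in WAR S overlap one another, and no difference between these genes was tested. Without Wistar S replicate 2 the signed fold change of *Ttr* was −1.59 and that of *Npy* 1.68, and without Wistar S replicate 1 they were −2.16 and 2.19.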

### Quantitative Reverse Transcription PCR (RT-qPCR)

The evaluation of genes by RT-qPCR was performed with naïve groups (Wistar N and WAR N; Syrian N and GASH/Sal N) and groups of animals subjected to acoustic stimulation (Wistar S and WAR S; Syrian S and GASH/Sal S). Comparisons between naïve and sound-stimulated groups allowed us to validate the transcriptional profile observed in the transcriptome data according to the comparisons of Wistar S vs. WAR S and Syrian S vs. GASH/Sal S. Also, comparisons of mRNA gene expression analysis between Wistar N vs. WAR N and Syrian N vs. GASH/Sal N verified whether differential regulation is inherent to each model. By comparing between WAR N vs. WAR S and GASH/Sal N vs. GASH/Sal S, the RT-qPCR analysis determined whether the occurrence of seizures modulates gene transcription. The *Egr3* gene presented the same transcriptional profile in the WAR and GASH/Sal models, showing overexpression in the naïve and stimulated audiogenic groups in relation to their respective controls and overexpressed after acoustic stimulation followed by seizures (Figures 4A,B). The *Npy* gene was overexpressed in the WAR N and GASH/Sal N groups, when compared to their respective controls. No statistical difference was observed in the *Npy* expression between the naïve audiogenic groups (WAR N; GASH/Sal N) and stimulated audiogenic groups (WAR S; GASH/Sal S) (Figures 4C,D). The *Rgs2* gene in the WAR model presented a transcriptional profile similar to the *Npy* gene, being overexpressed in the WAR independently of the acoustic stimulus. This profile was observed by the overexpression of *Rgs2* in the WAR N and WAR S groups in comparison to their controls and by the absence of statistical difference between WAR N and WAR S (Figure 4E). *Rgs2* showed overexpression in GASH/Sal N and GASH/Sal S in relation to their controls, and overexpression in GASH/Sal S compared to GASH/Sal N (Figure 4F). The *Ttr* gene was overexpressed in the naïve and stimulated audiogenic groups (WAR N, WAR S, GASH/Sal N, and GASH/Sal S) in relation to their respective controls. In WAR, there was no statistical difference in the *Ttr* expression between WAR N and WAR S groups while it was overexpressed in the GASH S group in comparison to the GASH N group (Figures 4G,H). The *Abcb1a* gene was overexpressed in the WAR N and WAR S compared to controls (Figure 4I) while no statistical difference was observed in the expression of *Abcb1a* in the GASH/Sal model (Figure 4J).

**Figure 4:**
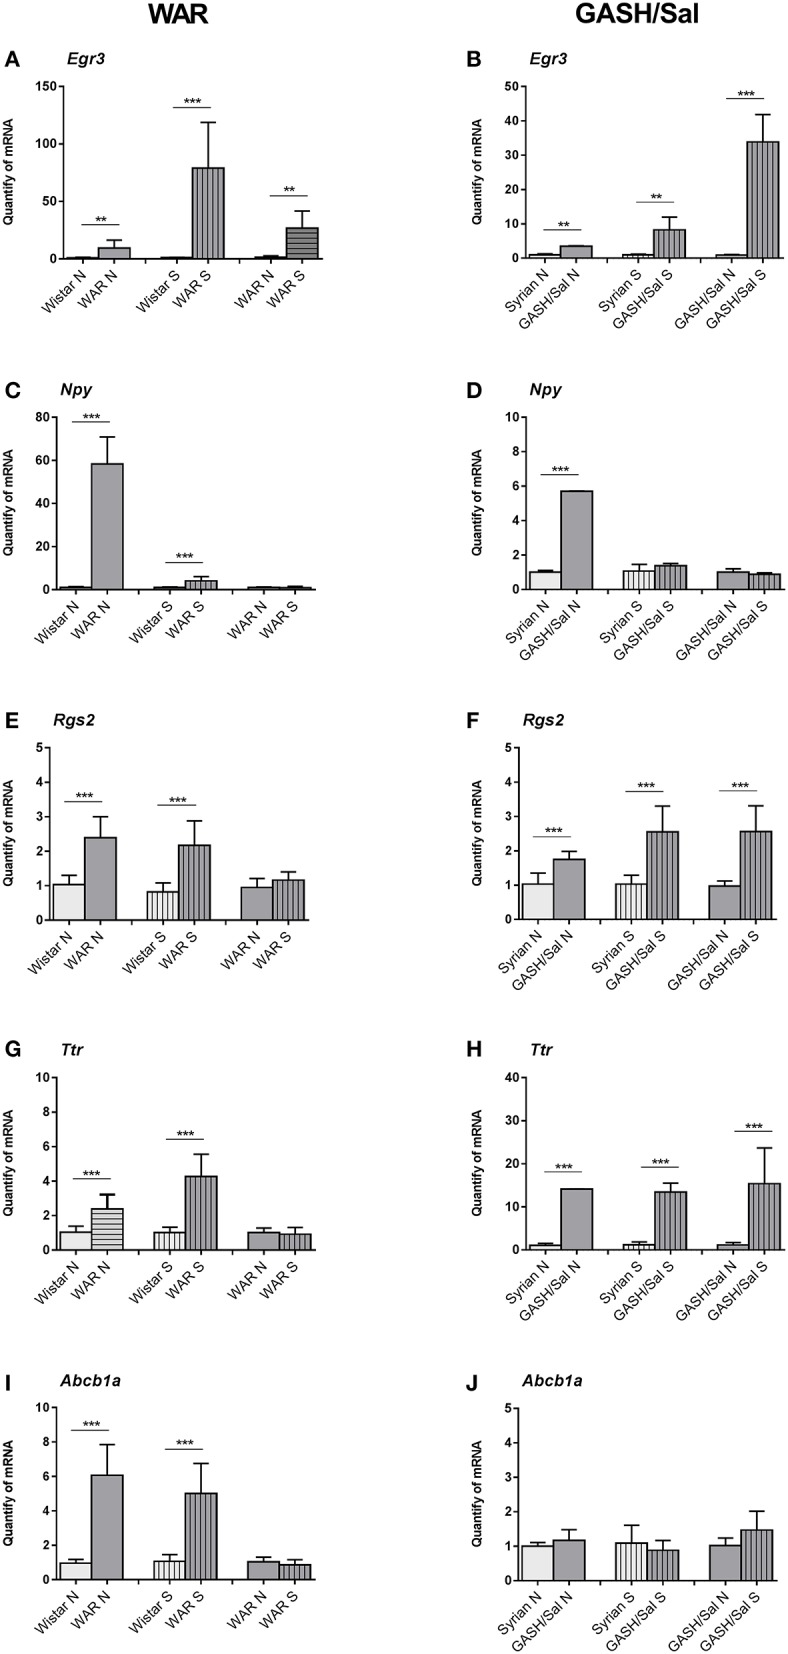
Relative quantities of transcripts in the inferior colliculus (IC) of the WAR and GASH/Sal models. (Left) WAR Graphics; (Right) GASH/Sal Graphics. In the graphics, *X*-axis: Relative quantities of mRNA in arbitrary units, *Y*-axis: Experimental groups: naïve control group (Wistar N; Syrian N); stimulated control group (Wistar S; Syrian S); naïve audiogenic group (WAR N; GASH N); stimulated audiogenic group that presented seizures (WAR S; GASH S). **(A,B)** *Egr3* gene is overexpressed in naïve WAR and GASH/Sal and after seizure. **(C,D)** *Npy* gene is overexpressed in both naïve audiogenic groups compared to their respective controls. No statistical difference is observed in the *Npy* expression between the naïve and stimulated audiogenic groups. **(E,F)** *Rgs2* gene is overexpressed in WAR and GASH/Sal compared to their respective controls, and overexpressed after seizure just in the GASH/Sal model. **(G,H)** *Ttr* gene presents overexpression in the naïve and stimulated audiogenic groups in relation to their respective controls, and overexpressed after seizure just in the GASH/Sal model. **(I,J)** *Abcb1a* gene is overexpressed in WAR model and no statistical difference was observed in the expression of *Abcb1a* in the GASH/Sal model. Bars represent mean ± SEM. Statistical analyses: Unpaired *t*-test. **p ≤ 0.01, or ***p ≤ 0.001.

### NPY, RGS2, and TTR-Immunoreactivity in the IC

The increased mRNA expression levels of *Npy, Rgs2*, and *Ttr* genes in the WAR and GASH/Sal models led us to analyze the immunolabeling of the corresponding encoded proteins in the IC. Visual qualitative comparisons of the NPY, RGS2, and TTR-immunoreactive patterns were carried out between control naïve animals and both audiogenic seizure strains at naïve and sound-stimulated conditions. The most noticeable difference between the audiogenic seizure brains and their control counterparts was an increased immunoreactivity for NPY, RGS2, and TTR in the IC of WAR and GASH/Sal animals (Figures 5, 6). Strong NPY-immunoreactivity was found in the perikarya of numerous IC neurons in WAR animals, whereas the Wistar rats showed weak immunolabeling. These NPY-immunoreactive cell bodies were particularly dense in WAR animals that received sound stimulation (Figure 5A). Very few RGS2 nuclear immunolabeling was found in Wistar control rats; conversely, the IC of WAR animals at naïve and sound-stimulated conditions showed strong nuclear dot-like immunolabeling (Figure 5B). Immunolabeling pattern of TTR was found outlining the cell bodies of IC neurons, suggesting that TTR protein distributed in the cell membrane or the outer surface of the plasma membrane (Figure 5C). An increase in cytoplasmic immunolabeling of TTR was seen in WAR animals at naïve and sound-stimulated conditions when compared to naïve Wistar rats that exhibited absence or discrete immunolabeling (Figure 5C). The pattern of distribution of NPY, RGS2, and TTR in the IC of GASH/Sal animals was very similar to that observed in WAR animals, but with the particularity that the intensity of immunolabeling was greater in WAR animals (see Figures 5, 6 for comparisons). In hamsters, NYP-immunolabeled perikarya were seen in GASH/Sal animals, particularly those animals at sound-stimulation conditions, while Syrian controls exhibited absence of immunolabeling (Figure 6A). As shown in WAR animals, the RGS2 and TTR-immunolabeling were stronger in GASH/Sal animals than that observed in control Syrian hamsters (Figures 6B,C). Together the immunohistochemistry results correlated with RT-qPCR analysis, indicating an overexpression of NPY, RGS2, and TTR proteins in the IC of WAR and GASH/Sal animals.

**Figure 5:**
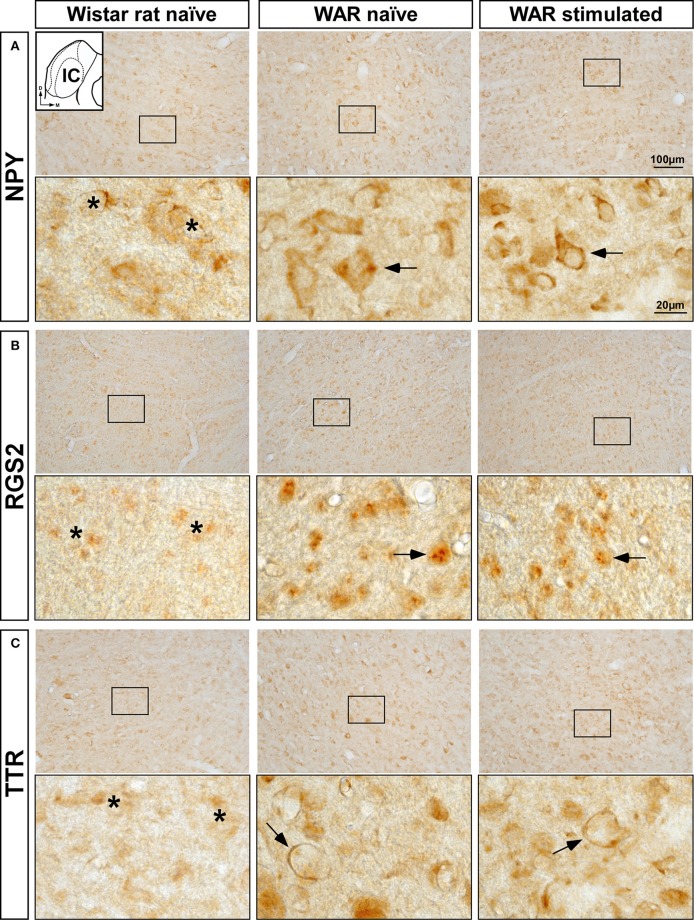
Immunolabeling of NPY, RGS2, and TTR proteins in the inferior colliculus (IC) of the control Wistar rat and the WAR model at naïve and sound-stimulated conditions. The inset in **(A)** depicts a representative schematic section of the IC (8.28 mm caudal from bregma), in which the immunoreactivity was analyzed. For each protein, upper panels show lower-magnification photomicrographs of the IC and lower panels show higher magnifications corresponding to the frame in the upper panels. **(A)** Numerous and strong NPY-immunopositive perikarya (arrows) are shown in WAR animals at naïve and sound-stimulated conditions, whereas naïve Wistar rats exhibit sparse and weak NPY-immunolabeling (asterisks). **(B)** Strong nuclear dot-like immunolabeling for RGS2 protein (arrows) is found in WAR animals at naïve and sound-stimulated conditions. Notice the discrete or absence of RGS2-immunolabeling (asterisks) in the control animal. **(C)** An increase in immunolabeling of TTR (arrows) is shown in WAR animals at naïve and sound-stimulated conditions when compared to naïve Wistar rats (asterisks). Notice the distribution of TTR-immunolabeling outlining the cell bodies of unlabeled IC neurons (arrows). Scale bars for upper panels and lower panels are 100 and 20 μm, respectively.

**Figure 6:**
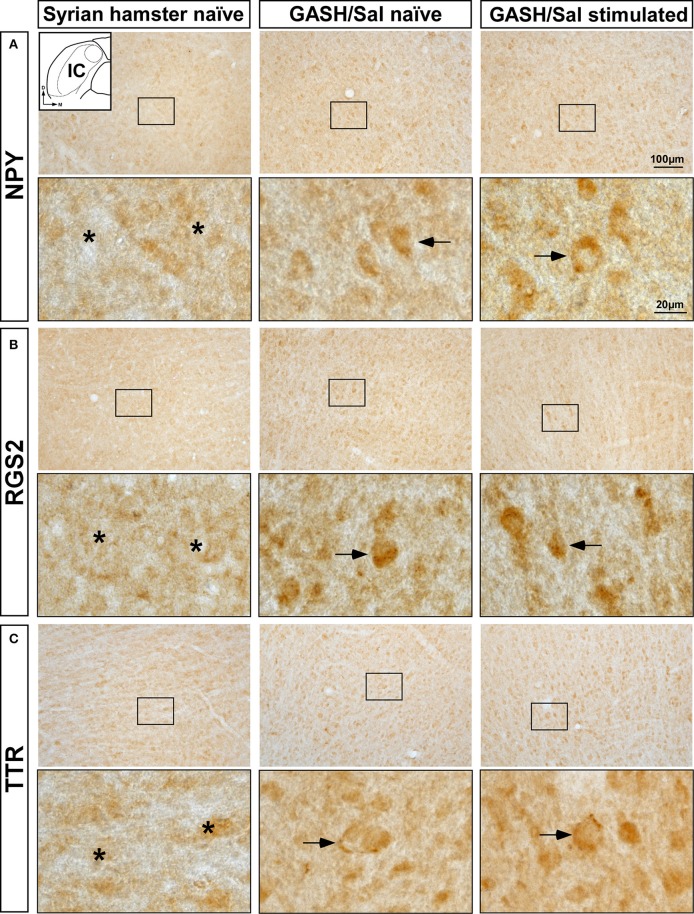
Immunolabeling of NPY, RGS2, and TTR proteins in the inferior colliculus (IC) of the control Syrian hamster and the GASH/Sal model at naïve and sound-stimulated conditions. The inset in **(A)** depicts a representative schematic section of the IC (6.00 mm caudal from bregma), in which the immunoreactivity was analyzed. For each protein, upper panels show lower-magnification photomicrographs of the IC and lower panels show higher magnifications corresponding to the frame in the upper panels. **(A)** Weak NPY-immunopositive perikarya (arrows) are shown in GASH/Sal animals at naïve and sound-stimulated conditions, whereas naïve control Syrian hamster exhibit absence of NPY-immunolabeling (asterisks). **(B)** Moderate nuclear immunolabeling for RGS2 protein (arrows) is found in GASH/Sal animals at naïve and sound-stimulated conditions. Notice the absence of RGS2-immunolabeling (asterisks) in the control animal. **(C)** An increase in immunolabeling of TTR (arrows) is shown in GASH/Sal animals at naïve and sound-stimulated conditions when compared to naïve Syrian hamsters (asterisks). Notice the distribution of TTR-immunolabeling outlining the cell bodies of unlabeled IC neurons (arrows). Scale bars for upper panels and lower panels are 100 and 20 μm, respectively.

## Discussion

Transcriptional profiling of an experimental animal model is a strategy that aims to identify differentially regulated genes in a given space and time. This approach helps to identify altered molecular processes and investigate causal or predisposing factors associated with seizure pathology. In the present study, we evaluated the transcriptional profile of the epileptogenic nucleus in the WAR and GASH/Sal models after sound-induced seizures. Since WAR and GASH/Sal are audiogenic seizure models in different species but with similar epileptic phenotype, the identification of common differentially regulated genes allows us to infer the possible molecular alterations underlying the audiogenic phenotype.

López-López et al. (18) carried out the first comparative study between the WAR and GASH/Sal transcriptional profiles using the microarray methodology. In this study, the reactions were performed with mouse GeneChip due to the lack of GeneChip for Golden hamster, which resulted in a reduced number of identified genes. Among the 15 differentially transcribed genes detected in the GASH/Sal model considering a |FC| ≥ 1.5, only the *Egr3* gene was identified in common with the WAR model. Latterly, a new transcriptome of the epileptogenic nucleus in the GASH/Sal was established using RNA-Seq as a more robust and accurate transcriptomic approach (18). With the availability of these data, we currently performed a new comparative study between the WAR and GASH/Sal transcriptomes.

The microarray data from WAR were analyzed and the differentially expressed genes were selected based on fold change (|FC| ≥ 2) with a *p-*value (*p* ≤ 0.05). In the RNA-Seq data from GASH/Sal, the differentially expressed genes were selected based on the same fold change (|FC| ≥ 2) and sum of reads (Σreads ≥ 100). The selection by *p-*value was not possible because the sequencing was performed with two samples composed of pooled RNAs from different animals of each group. These screenings revealed 71 genes in the WAR and 64 genes in the GASH/Sal model with differential expression.

The functional annotation of the differentially expressed genes in each model showed that part of these genes is included in important categories that may indicate metabolism dysfunctions, such as “catalytic activity,” “metabolic processes,” and “biological regulation.” In another study, a similar ontological profile was observed in the WAR model, in which metabolic alterations were also suggested (25). In the clustering of molecular functions, we observed that the GASH/Sal model has a large representation of genes in the “transcription regulator activity” category that was not observed in the transcriptome of the WAR model. This difference between both audiogenic models suggests that the time for gene expression after sound-induced seizure might be faster in GASH/Sal than in WAR animals, even though the IC collection was performed at the same interval time for the two audiogenic strains (60 min).

Comparison between WAR and GASH/Sal transcriptomes revealed the *Egr3, Rgs2*, and *Ttr* genes as differentially expressed in both audiogenic models. These were evaluated by RT-qPCR together with the *Npy* and *Abcb1a* genes. These two genes were included in the present study using unpublished data from previous gene expression analysis. The quantification of target gene transcripts confirmed the differential expression of *Egr3, Npy, Rgs2*, and *Ttr* in both models, while *Abcb1a* showed differential expression in the WAR model, but not in the GASH/Sal. The *Egr3* gene showed overexpressed in the audiogenic animals at naïve and sound-stimulated conditions when compared with their respective controls, and overexpressed after sound-induced seizures. The *Egr3* gene encodes a transcription factor that is constitutively expressed in diverse telencephalic regions including the neocortex, striatum, piriform cortex, amygdala, septum, and hippocampus, according to results of *in situ* hybridization in the rat forebrain (26). *Egr3* gene expression is induced rapidly and transiently in the cortex and hippocampus after electroconvulsive seizures (26) and increased in the IC, hippocampus, and ventral cochlear nucleus after audiogenic seizures (18). *Egr3*, together with other genes of the same family of “early growth response,” has already been assessed in WAR and GASH/Sal, showing an overexpression in the IC of both animal models (18).

The transcriptional profile of *Npy* revealed that its overexpression in the IC is intrinsic to each model and independent of seizures, since we did not observe expression differences between naïve and stimulated epileptic animals. Brain sections showed a higher expression of NPY in the WAR and GASH/Sal animals compared to their respective controls, which corroborates the transcriptional data of the two audiogenic models. NPY acts as a neurotransmitter through its five G protein-coupled receptors (Y1, Y2, Y4, Y5, and Y6) and is constitutively expressed in multiple neuronal populations across fore, mid, and hindbrain (27, 28). One of the structures with significant NPY expression is the IC, principally in its external layer, according to immunohistochemistry and in situ hybridization results in the rat (27, 28). Moderate NPY expression was observed in the cuneiform nucleus and the periaqueductal gray, both located close and ventrally to the IC, while the rest of the midbrain structures, such as the superior colliculus, substantia nigra, ventral tegmental area, and dorsal raphe, are negative for NPY expression (29, 30).

The majority of studies describe the NPY acting as an anticonvulsant and report that seizures increase NPY expression in cortical and limbic structures, such as frontal cortex, hippocampus, and amygdala (31–36). This overexpression is generally considered an adaptive mechanism designed to contain the hyperexcitability underlying epileptiform activity and protect the brain from further insults (32, 33). The presynaptic receptor Y2 is thought to be the receptor at which NPY exerts its anticonvulsant action, since its activation has inhibitory effect on glutamate release (31, 33, 37). In contrast, the proconvulsant action of NPY has also been reported considering the involvement of the post-synaptic receptor Y1 (37–39). The distribution of these receptors seems to be regional. While Y2 receptors are more abundant in the hippocampus than in the neocortex, the opposite is observed for the Y1 receptor, which is more abundant in the neocortex than in the hippocampus (40–42). Although there is no detailed description of the distribution of NPY receptors in the IC, our immunohistochemical results showed that both audiogenic strains overexpressed the NPY protein in the cell bodies of IC neurons. This suggests that neurotransmission mediated by NPY is altered in the IC and possibly contributing to the seizure threshold in these audiogenic models.

In RT-qPCR evaluation, the *Rgs2* and *Ttr* genes presented a transcriptional profile similar to the *Npy* gene in the WAR model, being overexpressed in the WAR regardless of the stimulus and the occurrence of seizures. However, the microarray data indicated that the *Ttr* gene was underexpressed in sound-stimulated WAR animals compared to the control Wistar rats with the same stimulation. 

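*Ttr*, which encodes the carrier of thyroxine and retinol-binding protein and is made in brain mainly by the choroid plexus, was dim on these arrays, at percentile 18.0 of the 14506 genes by its mean level. None of 19 measured choroid plexus markers was higher or lower in WAR S than in Wistar S at an adjusted p of 0.05 from limma (1 lower when adjusted over the list alone), and 7 had positive differences. Their median was −0.08 (adjusted p = 0.152 from camera, and adjusted p = 0.394 with an estimated correlation). *Kcnj13*, a potassium channel of choroid plexus epithelium, had a log2 fold change of −0.56 (standard error 0.12, adjusted p = 0.0734 from limma). Of 21 meningeal and fibroblast markers, *Slc47a1*, an exporter of organic cations, was lower with a log2 fold change of −0.68 (standard error 0.094, adjusted p = 0.00554 from limma), and none was higher (2 higher and 5 lower when adjusted over the list alone). That list had a median of −0.10 (adjusted p = 0.000548 from camera, and adjusted p = 0.127 with an estimated correlation).
The choroid plexus list passed without WAR S replicate 4 (adjusted p = 0.0472 from camera). It also passed within label set 1 (adjusted p = 0.0439 from camera), a setting chosen after the data were seen. Its median moved to −0.014 without Wistar S replicate 1. *Ttr* passed with only the stimulated arrays in the model (adjusted p = 0.0426 from limma) and with array weights, over a range from 0.000177 to 1 in all alternatives.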

Differences between RT-qPCR and microarray experiments occur for several reasons, including the fact that different probes are used for the microarray and RT-qPCR experiments (which can capture differential expression in splice variants), differences in the methods for normalization of expression data and possible false-positive expression changes (43), and the lower accuracy of the microarray data. Therefore, it should be considered the result achieved with RT-qPCR, which is a more robust technique. In the GASH/Sal model, the *Rgs2* and *Ttr* genes were also overexpressed in relation to the control hamsters and showed an increment of the expression after the occurrence of seizures.

*Rgs2* and *Ttr* are involved in different molecular processes. The *Rgs2* gene encodes a protein that modulates G protein-coupled receptor signaling cascades (GPCRs), the so-called G protein signaling regulator 2 (RGS2). Upon activation, GPCRs catalyze the exchange of GDP for GTP into a coupled heterotrimeric G protein, promoting dissociation into free subunits (G-α and the G-βγ dimer), which allows to regulate downstream effector activities, such as adenylate cyclase regulation, calcium channels, potassium channels, phospholipase C, and mitogen-activated protein kinase pathway (44, 45). In general, RGSs proteins accelerate the intrinsic GTPase activity of the G-α subunit, causing GTP hydrolysis that in turn resulted in a reassociation of subunits (G protein in its inactive state), which abolishes or decreases the signal transduction induced by GPCRs (44, 45). *Rgs2* is highly expressed in the brain, and its overexpression is generally considered a rapid and transient response after changes in homeostasis (46–48). Increased levels of *Rgs2* transcripts were also observed in the prefrontal cortex and hippocampus of rats following an acute electroconvulsive stimulation and were normalized 24 h later (49). Such fluctuations in mRNA expression levels of *Rgs2* were suggested as an adaptation of neurons in an attempt to reduce cell depolarization and the probability of new epileptiform events (49), mainly because RGS2 indirectly modulates calcium channels (50, 51). Christensen et al. (52) also reported an increased expression of *Rgs2* in the hippocampus of kindled rats after electroconvulsive stimulation, showing that transcript levels of this gene were reduced after Levetiracetam treatment. These data support a possible involvement of *Rgs2* in the epileptogenic process.

The *Ttr* gene encodes a protein called transthyretin that is mainly synthesized by the liver and choroid plexus and is secreted in the blood and cerebrospinal fluid, respectively (53). TTR expression in the brain is mainly localized in the ependymal cells of the choroid plexus, appearing additionally in the meninges as well as in neurons under stress conditions or pathological conditions (54–58). The transthyretin is organized as functional homotetramers (TTRs) that are capable of transporting thyroxin hormone and retinol binding protein complex (59). Mutations in this gene may impair the association of these tetramers and promote the formation and deposition of amyloid fibrils in leptomeninges, causing leptomeningeal amyloidosis, a neuropathy characterized by slowly progressive dementia, seizures, ataxia, and subarachnoid hemorrhage (60–63). TTR is also related to other neuropathies. Decreased levels of this protein were observed in patients with amyotrophic lateral sclerosis, in which it acts as a biomarker (64), and in the cerebrospinal fluid of patients with Alzheimer's disease (65–67). Several studies have reported the neuroprotective role of TTR in patients with Alzheimer's (68–70) as well as in animal models of oligemia (71), in the animal model of Alzheimer's in which TTR expression assists in protection against induced neuronal death by beta amyloid (72), and in the animal model of induced seizures by cobalt (73).

Consistently with this neuroprotective effect, our results showed an overexpression of *Rgs2* and *Ttr* genes in GASH/Sal animals that suffered from sound-induced seizures in comparison with those at naïve conditions. This overexpression of *Rgs2* and *Ttr* genes after seizures was not found in WAR animals and, as would be expected, was not detected at the protein level in the IC sections of both models. Such differences might be explained because both audiogenic models seem to differ in the response time for gene expression after the sound-induced seizures. Therefore, a longer time to assess gene expression of *Rgs2* and *Ttr* might be necessary to found similar results between WAR and GASH/Sal animals at naïve and sound-stimulated conditions. As observed in the *Npy* gene, the most noticeable similarity between both audiogenic strains was the marked overexpression of *Rgs2* and *Ttr* genes when compared with their respective naïve controls. Consistent with this gene expression result, we found that RGS2 and TTR-immunolabeling was more intense in the IC of WAR and GASH/Sal animals than in their naïve controls. As described above, RGS proteins regulate GPCR-induced signaling and thus indirectly modulate various processes including activation of calcium and potassium channels. Also, a recent study reported that TTR regulates expression and function of the extra-synaptic GABAA receptors (GABAA-α*βδ*), which play an important role of tonic inhibition to regulate neuronal excitability in the brain (56). Our results showed a strong TTR-immunolabeling distributed in the cell membrane and surface of IC neurons of WAR and GASH/Sal animals. The same distribution pattern of TTR-immunolabeling was found in cerebellar granule neurons, in which TTR protein colocalized with GABAA receptors to modulate specific subunits (53). In this context, the increasing mRNA expression levels and immunoreactivity of RGS2 and TTR in the epileptogenic nucleus of WAR and GASH/Sal models may cause calcium and potassium dysfunctions as well as deficits in GABAA receptor-mediated neurotransmission, contributing to seizure susceptibility and development.

*Abcb1a* showed overexpression only in WAR animals when compared to controls. No differential expression was observed between GASH/Sal animals and their controls. *Abcb1a* is part of the MDR family (*Multiple Drug Resistance)* related to multidrug resistance. This gene encodes the P glycoprotein (PGP), a highly expressed transmembrane protein in the endothelial cells of the blood–brain barrier and that have functions related to excretion and/or protection of tissues against toxins and xenobiotics (74–76). Studies reported overexpression of PGP in different brain regions as a transient response of epileptic seizures, which occurs as an indirect consequence due to excess of glutamate released by increased neuronal activity (76–80). In the audiogenic genetically epilepsy-prone rat (GEPR), increased expression of *Abcb1a* in cortex and midbrain was observed 1 day after seizure (81). This high expression was not observed in the IC of WAR animals considering 60 min after the insult. Thus, we believe that it would take more time to observe the expression of this gene after the seizure. However, *Abcb1a* overexpression in naïve and stimulated WAR compared to controls indicates the inherent strain's characteristics. Tishler et al. (82) described increased levels of *Abcb1* gene transcripts in the brain of drug-resistant epilepsy patients and other authors have suggested that overexpression of PGP causes less penetration of antiepileptic drugs into the brain, which would reduce their effects (77, 82–84). In this context, the transcriptional profile of *Abcb1a* in WAR opens the possibility of using this model in future studies involving antiepileptic drugs and drug resistance.

The comparison between WAR and GASH/Sal transcriptomes allowed us to identify common differentially expressed genes and similar transcriptional profiles. The *Npy, Rgs2*, and *Ttr* genes were overexpressed in both audiogenic models compared to their basal state controls. This profile and protein immunostaining suggest that overexpression of these genes is intrinsic to each strain and probably this pattern was established during the decades of generations of reproductive selection of each model. The *Rgs2* and *Ttr* genes showed differential expression in the GASH/Sal model after the occurrence of seizure, which was not observed in WAR. In addition, the discrepant representation of genes in the “transcription regulator activity” category suggests that WAR and GASH/Sal do not have exactly the same response time to the insult. In summary, we consider that these differentially expressed genes in both audiogenic models cause changes in different biological processes involved in the occurrence and response to seizures and thus indirectly contributing to the susceptibility of WAR and GASH/Sal models to seizures.

## Data Availability Statement

The data obtained and discussed in this publication have been deposited in the NCBI's Gene Expression Omnibus at GEO Series accession numbers GSE74150 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74150) for the WAR arrays and GSE74043 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74043) for the GASH:Sal arrays.

## Ethics Statement

The animal study was reviewed and approved by Ethics Committee on Animal Experimentation of the University of São Paulo and Bioethics Committee of the University of Salamanca.

## Author Contributions

SD conducted all the experiments and wrote the paper. NG-C provided rats and dissected tissues from the breeding WAR colony in Brazil and corrected the manuscript. MH-T assisted in the RT-qPCR experiments. RG-N assisted in the immunostaining experiments and revised manuscript. FM assisted in the anatomical distribution of the proteins encoded by the studied genes. DL designed and supervised all the study and corrected the manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] FisherRSAcevedoCArzimanoglouABogaczACrossJHElgerCE. ILAE Official report: a practical clinical definition of epilepsy. Epilepsia. (2014) 55:475–82. 10.1111/epi.1255024730690

[2] FisherRS. Redefining epilepsy. Curr Opin Neurol. (2015) 28:130–5. 10.1097/WCO.000000000000017425734953

[3] KandrataviciusLAlves BalistaPLopes-AguiarCRuggieroRNUmeokaEHGarcia-CairascoN. Animal models of epilepsy: use and limitations. Neuropsychiatr Dis Treat. (2014) 10:1693–705. 10.2147/NDT.S5037125228809PMC4164293

[4] RaimondoJ VHeinemannUde CurtisMGoodkinHPDullaCGJanigroD. Methodological standards for *in vitro* models of epilepsy and epileptic seizures. a TASK1-WG4 report of the AES/ILAE translational task force of the ILAE. Epilepsia. (2017) 58:40–52. 10.1111/epi.1390129105075PMC5679463

[5] WendlingFBartolomeiFModoloJ Neocortical/thalamic *in silico* models of seizures and epilepsy. In: PitkänenABuckmasterPSGalano poulouASMoshéSL editors. Models of Seizures and Epilepsy. 2nd Ed. London: Academic Press (2017). p. 233–46.

[6] LöscherW. Critical review of current animal models of seizures and epilepsy used in the discovery and development of new antiepileptic drugs. Seizure. (2011) 20:359–68. 10.1016/j.seizure.2011.01.00321292505

[7] LöscherW. Animal models of seizures and epilepsy: past, present, and future role for the discovery of antiseizure drugs. Neurochem Res. (2017) 42:1873–88. 10.1007/s11064-017-2222-z28290134

[8] MuñozLJCarballosa-GautamMMYanowskyKGarcía-AtarésNLópezDE. The genetic audiogenic seizure hamster from Salamanca: the GASH:Sal. Epilepsy Behav. (2017) 71:181–92. 10.1016/j.yebeh.2016.03.00227072920

[9] Garcia-CairascoNUmeokaEHLCortes de OliveiraJA. The wistar audiogenic rat (WAR) strain and its contributions to epileptology and related comorbidities: history and perspectives. Epilepsy Behav. (2017) 71:250–73. 10.1016/j.yebeh.2017.04.00128506440

[10] PoletaevaIISurinaNMKostinaZAPerepelkinaO VFedotovaIB The krushinsky-molodkina rat strain: the study of audiogenic epilepsy for 65 years. Epilepsy Behav. (2017) 71:130–41. 10.1016/j.yebeh.2015.04.07226228091

[11] RibakCE. An abnormal GABAergic system in the inferior colliculus provides a basis for audiogenic seizures in genetically epilepsy-prone rats. Epilepsy Behav. (2017) 71:160–4. 10.1016/j.yebeh.2015.02.02425812940PMC4580487

[12] TerraVCGarcia-CairascoN. NMDA-dependent audiogenic seizures are differentially inferior colliculus subnuclei. Behav Brain Res. (1994) 62:29–39. 10.1016/0166-4328(94)90035-37917031

[13] Garcia-CairascoNSabbatinitRM. Possible interaction between the inferior colliculus and the substantia nigra in audiogenic seizures in wistar rats. Physiol Behav. (1991) 50:421–7. 174568910.1016/0031-9384(91)90089-7

[14] PintoHPPCarvalhoVRMedeirosDCAlmeidaAFSMendesEMAMMoraesMFD. Auditory processing assessment suggests that wistar audiogenic rat neural networks are prone to entrainment. Neuroscience. (2017) 347:48–56. 10.1016/j.neuroscience.2017.01.04328188855

[15] Prieto-MartínAIAroca-AguilarJDSánchez-SánchezFMuñozLJLópezDEEscribanoJ. Molecular and neurochemical substrates of the audiogenic seizure strains: the GASH:Sal model. Epilepsy Behav. (2017) 71:218–25. 10.1016/j.yebeh.2015.05.02526071997

[16] DrumondLEKushmerickCGuidinePAMDorettoMCMoraesMFDMassensiniAR. Reduced hippocampal GABAergic function in wistar audiogenic rats. Brazilian J Med Biol Res. (2011) 44:1054–9. 10.1590/S0100-879X201100750011821915472

[17] MesquitaFAguiarJFOliveiraJAGarcia-CairascoNVarandaWA. Electrophysiological properties of cultured hippocampal neurons from wistar audiogenic rats. Brain Res Bull. (2005) 65:177–83. 10.1016/j.brainresbull.2005.01.00315763185

[18] López-LópezDGómez-NietoRHerrero-TurriónMJGarcía-CairascoNSánchez-BenitoD. Overexpression of the immediate-early genes Egr1, Egr2, and Egr3 in two strains of rodents susceptible to audiogenic seizures. Epilepsy Behav. (2017) 71:226–37. 10.1016/j.yebeh.2015.12.02026775236

[19] DorettoMCFonsecaCGLôboRBTerraVCOliveiraJACGarcia-CairascoN. Quantitative study of the response to genetic selection of the wistar audiogenic rat strain (WAR). Behav Genet. (2003) 33:33–42. 10.1023/a:102109943275912645820

[20] Sánchez-BenitoDGómez-NietoRHernández-NoriegaSMurashimaAABde OliveiraJACGarcia-CairascoN. Morphofunctional alterations in the olivocochlear efferent system of the genetic audiogenic seizure-prone hamster GASH:Sal. Epilepsy Behav. (2017) 71:193–206. 10.1016/j.yebeh.2016.05.04027492627

[21] RossettiFRodriguesMCAOliveira JACdeGarcia-CairascoN. EEG wavelet analyses of the striatum-substantia nigra pars reticulata-superior colliculus circuitry: audiogenic seizures and anticonvulsant drug administration in wistar audiogenic rats (war strain). Epilepsy Res. (2006) 72:192–208. 10.1016/j.eplepsyres.2006.08.00117150334

[22] Garcia-cairascoNDorettoMCRamalhoMJANTUNES-RODRIGUEStJAntunes-rodriguesJ. Audiogenic and audiogenic-like seizures: locus of induction and seizure severity determine postictal prolactin patterns. Pharmacol Biochem Behav. (1996) 53:503–10. 10.1016/0091-3057(95)02040-38866947

[23] SchmittgenTDLivakKJ Analyzing real-time PCR data by the comparative CT method. Nat Protoc. (2008) 3:1101–8. 10.1038/nprot.2008.7318546601

[24] Gómez-NietoRRubioMELópezDE. Cholinergic input from the ventral nucleus of the trapezoid body to cochlear root neurons in rats. J Comp Neurol. (2008) 506:452–68. 10.1002/cne.2155418041785

[25] DamascenoSMenezesNBRochaCSMatosAHBVieiraASMoraesMFD. Transcriptome of the wistar audiogenic rat (WAR) strain following audiogenic seizures. Epilepsy Res. (2018) 147:22–31. 10.1016/j.eplepsyres.2018.08.01030193173

[26] YamagataKKaufmannWELanahanAPapapavlouMBarnesCAAndreassonKI. Egr3/Pilot, a zinc finger transcription factor, is rapidly regulated by activity in brain neurons and colocalizes with Egr1/zif268. Learn Mem. (1994) 1:140–52. 10467592

[27] MichelMCBeck-SickingerACoxHDoodsHNHerzogHLarhammarD. International union of pharmacology recommendations for the nomenclature of neuropeptide Y, peptide YY, and pancreatic polypeptide receptors. Pharmacol Rev. (1998) 50:143–50. 9549761

[28] DecressacMBarkerRA. Neuropeptide Y and its role in CNS disease and repair. Exp Neurol. (2012) 238:265–72. 10.1016/j.expneurol.2012.09.00423022456

[29] YamazoeMShiosakaSEmsonPCTohyamaM. Distribution of neuropeptide Y in the lower brainstem: an immunohistochemical analysis. Brain Res. (1985) 335:109–20. 10.1016/0006-8993(85)90281-13891012

[30] MorrisBJ. Neuronal localisation of neuropeptide Y gene expression in rat brain. J Comp Neurol. (1989) 290:358–68. 10.1002/cne.9029003052592617

[31] VezzaniACivenniGRizziMMonnoAMessaliSSamaninR. Enhanced neuropeptide Y release in the hippocampus is associated with chronic seizure susceptibility in kainic acid treated rats. Brain Res. (1994) 660:138–43. 10.1016/0006-8993(94)90847-87827990

[32] VezzaniASperkGColmersWF. Neuropeptide Y : emerging evidence for a functional role in seizure modulation. Trends Neurosci. (1999) 22:25–30. 10.1016/S0166-2236(98)01284-310088996

[33] VezzaniASperkG. Overexpression of NPY and Y2 receptors in epileptic brain tissue: an endogenous neuroprotective mechanism in temporal lobe epilepsy? Neuropeptides. (2004) 38:245–52. 10.1016/j.npep.2004.05.00415337376

[34] StroudLMO'BrienTJJuppBWallengrenCMorrisMJ. Neuropeptide Y suppresses absence seizures in a genetic rat model. Brain Res. (2005) 1033:151–6. 10.1016/j.brainres.2004.11.02215694919

[35] DubéC. Neuropeptide Y: potential role in recurrent developmental seizures. Peptides. (2007) 28:441–6. 10.1016/j.peptides.2006.08.03417196709PMC1852447

[36] CardosoAFreitas-da-CostaPCarvalhoLSLukoyanovN V. Seizure-induced changes in neuropeptide Y-containing cortical neurons: potential role for seizure threshold and epileptogenesis. Epilepsy Behav. (2010) 19:559–67. 10.1016/j.yebeh.2010.09.00820934916

[37] Deborah LinEJYoungDBaerKHerzogHDuringMJ Differential actions of NPY on seizure modulation via Y1 and Y2 receptors: evidence from receptor knockout mice. Epilepsia. (2006) 47:773–80. 10.1111/j.1528-1167.2006.00500.x16650144

[38] VezzaniARizziMContiMSamaninR. Modulatory role of neuropeptides in seizures induced in rats by stimulation of glutamate receptors. J Nutr. (2000) 130:1046S−8S. 10.1093/jn/130.4.1046S10736379

[39] GariboldiMContiMCavaleriDSamaninRVezzaniA. Anticonvulsant properties of BIBP3226, a non-peptide selective antagonist at neuropeptide Y Y1 receptors. Eur J Neurosci. (1998) 10:757–9. 10.1046/j.1460-9568.1998.00061.x9749738

[40] DumontYFournierAQuirionR. Expression and characterization of the neuropeptide Y Y5receptor subtype in the rat brain. J Neurosci. (1998) 18:5565–74. 10.1523/JNEUROSCI.18-15-05565.19989671648PMC6793038

[41] DumontYJacquesDBouchardPQuirionR. Species differences in the expression and distribution of the neuropeptide Y Y1, Y2, Y4, and Y5 receptors in rodents, guinea pig, and primates brains. J Comp Neurol. (1998) 402:372–84. 10.1002/(SICI)1096-9861(19981221)402:3<372::AID-CNE6>3.0.CO;2-29853905

[42] KovacSWalkerMC. Neuropeptides in epilepsy. Neuropeptides. (2013) 47:467–75. 10.1016/j.npep.2013.10.01524210141

[43] BosqueJRGómez-NietoRHormigoSHerrero-TurriónMJDíaz-CasadoESanchoC Molecular tools for the characterization of seizure susceptibility in genetic rodent models of epilepsy. Epilepsy Behav. (2019) 1:106594 10.1016/j.yebeh.2019.10659431685382

[44] SiderovskiDPWillardFS. The GAPs, GEFs, and GDIs of heterotrimeric G-protein alpha subunits. Int J Biol Sci. (2005) 1:51–66. 10.7150/ijbs.1.5115951850PMC1142213

[45] RomanDLTraynorJR. Regulators of G protein signaling (RGS) proteins as drug targets: modulating g-protein-coupled receptor (GPCR) signal transduction. J Med Chem. (2011) 54:7433–40. 10.1021/jm101572n21916427PMC3208131

[46] ZmijewskiJWSongLJopeRSHarkinsLCobbsCS. Oxidative stress and heat shock stimulate RGS2 expression in 1321N1 astrocytoma cells. Arch Biochem Biophys. (2001) 392:192–6. 10.1006/abbi.2001.243011488592

[47] SongLJopeRS. Cellular stress increases RGS2 mRNA and decreases RGS4 mRNA levels in SH-SY5Y cells. Neurosci Lett. (2006) 402:205–9. 10.1016/j.neulet.2006.03.02316733081PMC1618799

[48] NunnCZhaoPZouMXSummersKGuglielmoCGChidiacP. Resistance to age-related, normal body weight gain in RGS2 deficient mice. Cell Signal. (2011) 23:1375–86. 10.1016/j.cellsig.2011.03.02021447383

[49] GoldSJHeifetsBDPudiakCMPottsBWNestlerEJ. Regulation of regulators of G protein signaling mRNA expression in rat brain by acute and chronic electroconvulsive seizures. J Neurochem. (2002) 82:828–38. 10.1046/j.1471-4159.2002.01002.x12358788

[50] MarkMDWittermannSHerlitzeS. G protein modulation of recombinant P/Q-type calcium channels by regulators of G protein signalling proteins. J Physiol. (2000) 528:65–77. 10.1111/j.1469-7793.2000.00065.x11018106PMC2270115

[51] EusemannTNWillmrothFFiebichBBiberKVan CalkerD. Adenosine receptors differentially regulate the expression of regulators of G-protein signalling (RGS) 2, 3 and 4 in astrocyte-like cells. PLoS ONE. (2015) 10:e0134934. 10.1371/journal.pone.013493426263491PMC4532427

[52] ChristensenKVLeffersHWatsonWPSánchezCKallunkiPEgebjergJ. Levetiracetam attenuates hippocampal expression of synaptic plasticity-related immediate early and late response genes in amygdala-kindled rats. BMC Neurosci. (2010) 11:9. 10.1186/1471-2202-11-920105316PMC2848232

[53] SopranoDRHerbertJSopranoKJSchonEAGoodmanDS. Demonstration of transthyretin mRNA in the brain and other extrahepatic tissues in the rat. J Biol Chem. (1985) 260:11793–8. 4044580

[54] BlayPNilssonCOwmanCAldredASchreiberG. Transthyretin expression in the rat brain: effect of thyroid functional state and role in thyroxine transport. Brain Res. (1993) 632:114–20. 10.1016/0006-8993(93)91145-I8149219

[55] LiXMasliahEReixachNBuxbaumJN. Neuronal production of transthyretin in human and murine alzheimer's disease: is it protective? J Neurosci. (2011) 31:12483–90. 10.1523/JNEUROSCI.2417-11.201121880910PMC3172869

[56] ZhouLTangXLiXBaiYBuxbaumJNChenG Identification of transthyretin as a novel interacting partner for the δ subunit of GABA A receptors. PLoS ONE. (2019) 14:e0210094 10.1371/journal.pone.021009430615651PMC6322723

[57] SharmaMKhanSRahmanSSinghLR. The extracellular protein, transthyretin is an oxidative stress biomarker. Front Physiol. (2019) 10:5. 10.3389/fphys.2019.0000530733681PMC6353848

[58] TalhadaDGonçalvesIReis SantosCRuscherK. Transthyretin expression in the postischemic brain. PLoS ONE. (2019) 14:e0221555. 10.1371/journal.pone.022155531479465PMC6719853

[59] RichardsonSJ. Cell and molecular biology of transthyretin and thyroid hormones. Int Rev Cytol. (2007) 258:137–93. 10.1016/S0074-7696(07)58003-417338921

[60] BrettMPerseyMRReillyMMReveszTBoothDRBoothSE. Transthyretin Leu12Pro is associated with systemic, neuropathic and leptomeningeal amyloidosis. Brain. (1999) 122:183–90. 10.1093/brain/122.2.18310071047

[61] JinK. Familial leptomeningeal amyloidosis with a transthyretin variant Asp18Gly representing repeated subarachnoid haemorrhages with superficial siderosis. J Neurol Neurosurg Psychiatry. (2004) 75:1463–1466. 10.1136/jnnp.2003.02994215377697PMC1738739

[62] DouglassCSuvarnaKReillyMMHawkinsPNHadjivassiliouM. A novel amyloidogenic transthyretin variant, Gly53Ala, associated with intermittent headaches and ataxia. J Neurol Neurosurg Psychiatry. (2007) 78:193–5. 10.1136/jnnp.2006.09350016971399PMC2077663

[63] AndoYCoelhoTBerkJLCruzMWEriczonBGIkedaSI. Guideline of transthyretin-related hereditary amyloidosis for clinicians. Orphanet J Rare Dis. (2013) 8:1–18. 10.1186/1750-1172-8-3123425518PMC3584981

[64] RanganathanSWilliamsEGanchevPGopalakrishnanVLacomisDUrbinelliL. Proteomic profiling of cerebrospinal fluid identifies biomarkers for amyotrophic lateral sclerosis. J Neurochem. (2005) 95:1461–71. 10.1111/j.1471-4159.2005.03478.x16313519PMC1540444

[65] SerotJMChristmannDDubostTCouturierM. Cerebrospinal fluid transthyretin: aging and late onset alzheimer's disease. J Neurol Neurosurg Psychiatr. (1997) 63:506–8. 10.1136/jnnp.63.4.5069343132PMC2169793

[66] BiroccioAdel BoccioPPanellaMBernardiniSDi IlioCGambiD. Differential post-translational modifications of transthyretin in alzheimer's disease: a study of the cerebral spinal fluid. Proteomics. (2006) 6:2305–13. 10.1002/pmic.20050028516552785

[67] CastañoEMRoherAEEshCLKokjohnTABeachT. Comparative proteomics of cerebrospinal fluid in neuropathologically-confirmed alzheimer's disease and non-demented elderly subjects. Neurol Res. (2006) 28:155–63. 10.1179/016164106X9803516551433

[68] BuxbaumJNYeZReixachNFriskeLLevyCDasP. Transthyretin protects alzheimer's mice from the behavioral and biochemical effects of A toxicity. Proc Natl Acad Sci USA. (2008) 105:2681–6. 10.1073/pnas.071219710518272491PMC2268196

[69] LiXBuxbaumJN. Transthyretin and the brain re-visited: is neuronal synthesis of transthyretin protective in alzheimer's disease? Mol Neurodegener. (2011) 6:79. 10.1186/1750-1326-6-7922112803PMC3267701

[70] SilvaCSEiraJRibeiroCAOliveiraÂSousaMMCardosoI. Transthyretin neuroprotection in alzheimer's disease is dependent on proteolysis. Neurobiol Aging. (2017) 59:10–14. 10.1016/j.neurobiolaging.2017.07.00228780366

[71] LivermanCSCuiLYongCChoudhuriRKleinRMWelchKMA. Response of the brain to oligemia: gene expression, c-Fos, and Nrf2 localization. Mol Brain Res. (2004) 126:57–66. 10.1016/j.molbrainres.2004.02.02815207916

[72] SteinTDAndersNJDeCarliCChanSLMattsonMPJohnsonJA. Neutralization of transthyretin reverses the neuroprotective effects of secreted amyloid precursor protein (APP) in APPSw mice resulting in tau phosphorylation and loss of hippocampal neurons: support for the amyloid hypothesis. J Neurosci. (2004) 24:7707–17. 10.1523/JNEUROSCI.2211-04.200415342738PMC6729623

[73] KajiwaraKSunagaKTsudaTSugayaASugayaEKimuraM. Peony root extract upregulates transthyretin and phosphoglycerate mutase in mouse cobalt focus seizure. Biochem Biophys Res Commun. (2008) 371:375–9. 10.1016/j.bbrc.2008.04.09418448067

[74] Cordon-CardoCO'BrienJPCasalsDRittman-GrauerLBiedlerJLMelamedMR. Multidrug-resistance gene (P-glycoprotein) is expressed by endothelial cells at blood-brain barrier sites. Proc Natl Acad Sci USA. (1989) 86:695–8. 10.1073/pnas.86.2.6952563168PMC286540

[75] Leveille-WebsterCRAriasIM. The biology of the P-glycoproteins. J Membr Biol. (1995) 143:89–102. 10.1007/BF002346557731035

[76] MillerDS. Regulation of ABC transporters at the blood-brain barrier. Clin Pharmacol Ther. (2015) 97:395–403. 10.1002/cpt.6425670036PMC4363166

[77] SeegersUPotschkaHLöscherW. Transient increase of P-glycoprotein expression in endothelium and parenchyma of limbic brain regions in the kainate model of temporal lobe epilepsy. Epilepsy Res. (2002) 51:257–68. 10.1016/S0920-1211(02)00156-012399076

[78] LazarowskiALubienieckiFCamareroSPomataHBartuluchiMSevleverG. Multidrug resistance proteins in tuberous sclerosis and refractory epilepsy. Pediatr Neurol. (2004) 30:102–6. 10.1016/S0887-8994(03)00407-714984901

[79] van VlietEAronicaERedekerSMarchiNRizziMVezzaniA. Selective and persistent upregulation of mdr1b mRNA and P-glycoprotein in the parahippocampal cortex of chronic epileptic rats. Epilepsy Res. (2004) 60:203–13. 10.1016/j.eplepsyres.2004.06.00515380564

[80] LiuXYangZYangJYangH. Increased P-glycoprotein expression and decreased phenobarbital distribution in the brain of pentylenetetrazole-kindled rats. Neuropharmacology. (2007) 53:657–63. 10.1016/j.neuropharm.2007.07.01217845805

[81] KwanPSillsGJButlerEGantTWMeldrumBSBrodieMJ. Regional expression of multidrug resistance genes in genetically epilepsy-prone rat brain after a single audiogenic seizure. Epilepsia. (2002) 43:1318–23. 10.1046/j.1528-1157.2002.156702.x12423380

[82] TishlerDMWeinbergKIHintonDRBarbaroNAnnettGMRaffelC. MDR1 gene expression in brain of patients with medically intractable epilepsy. Epilepsia. (1995) 36:1–6. 10.1111/j.1528-1157.1995.tb01657.x8001500

[83] RizziMCacciaSGuisoGRichichiCGorterJAAronicaE. Limbic seizures induce P-glycoprotein in rodent brain: functional implications for pharmacoresistance. J Neurosci. (2002) 22:5833–9. 10.1523/JNEUROSCI.22-14-05833.200212122045PMC6757954

[84] van VlietEAvan SchaikREdelbroekPMVoskuylRARedekerSAronicaE. Region-specific overexpression of P-glycoprotein at the blood-brain barrier affects brain uptake of phenytoin in epileptic rats. J Pharmacol Exp Ther. (2007) 322:141–7. 10.1124/jpet.107.12117817392402

How the deposited data were processed for this re-analysis (not part of the article)

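Gene expression in the IC was measured on Affymetrix rat gene arrays in 15 samples, 5 of WAR S, 2 of Wistar S, 4 of WAR N and 4 of Wistar N, grouped by the label of each sample. The authors deposited log2 values made by RMA, which corrects the background, quantile normalizes the arrays and summarizes the probes of each probe set; the version of the software is not given in the sources used here. No value was missing, and 0 columns of sample values were left unused. The identical values shared by many probe sets among stimulated arrays, and by almost none between stimulated and naïve arrays, were taken to mean that the stimulated arrays were normalized apart from the naïve ones. Such ties also make the spread among stimulated arrays smaller. Stimulated arrays were therefore not compared with naïve arrays of the same strain, although these comparisons had been planned, and the difference between the strain effects was taken from the comparison within each part. The deposit gives processed values only, so signal over background could not be recomputed, and the number of arrays limits the precision.

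Probe sets were named through the platform's annotation. Of 29214 probe sets, 15310 carried 1 gene symbol, of which 15279 matched a table of rat genes of the assembly GRCr8 by gene ID, and 0 symbols were updated. Probe sets with several symbols or none were left out of the tests by gene, and for the 527 genes with more than 1 probe set the one with the highest mean over all arrays was kept. No genome coordinates are given, since the build behind the arrays is not given in the sources used here.

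Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, a mean per group over all 15 arrays) with Benjamini-Hochberg adjustment over 14506 genes and a threshold of 0.05. The 4 groups share the estimate of the spread, which lets the 2 arrays of Wistar S be compared. The count at the paper's thresholds used a fold change of at least 2 and an unadjusted p of at most 0.05. The comparisons were WAR S with Wistar S, WAR N with Wistar N, the difference between these strain effects (the interaction of strain and sound) and the mean strain effect over both parts. Single genes were also tested with an exact permutation test. The step was tested on simulated data for WAR S against Wistar S over 14506 genes. Of 100 genes given a log2 change of 1, 93 were called, and of 100 given a log2 change of 2, all 100 were called, with 12 unchanged genes called over both sizes. These shares need not hold for the real arrays. There, 20 of the 39 genes with a fold change of at least 2 passed the adjusted threshold.

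The genes named in the text were chosen by a rule set before the data were examined, which takes every gene that the paper names for these arrays, the 10 largest rises and falls in each comparison among genes past the adjusted threshold whose groups do not overlap, up to 4 members of each gene list discussed, and names read from the diagram of Figure 1. Its paper genes were known from the paper beforehand. Of 28 gene lists of cell types, pathways and gene families, written at the same time, the 26 with at least 5 measured members were tested with camera (preset correlation 0.01), with camera using an estimated correlation, and with fry, which tests whether the genes of a list move one way on balance. The adjusted p of a list is over the lists tested in that comparison.

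The alternatives set before the data were examined were the label set as a block, only 1 label set, the replicate number as a block, only the compared groups in the model, the dimmest genes by mean level left out, all probe sets tested, an adjusted p with the same fold threshold, the fold change as a ratio of unlogged means, the lists without genes that the diagram names, eBayes with trend and robust, array weights, cyclic loess on the deposited values, each array left out in turn, and SAM with its 21 splits of the stimulated arrays, which follows the paper's methods. The functional annotation of the paper was not repeated, since the ontology tables are not used here. The hamster data, the RT-qPCR and the immunohistochemistry are not analysed here.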

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

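The placement of the naïve Wistar arrays, the comparison of Wistar N replicate 1 with both naïve groups gene by gene, the splits that put 1 Wistar N array with WAR N arrays and the count without Wistar N replicates 2 to 4 were looked at only after the naïve count had been seen; the other tests in this part were chosen before.

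Among the naïve arrays, which the paper does not discuss, 3037 of 14506 genes differed between WAR N and Wistar N at an adjusted p of 0.05 from limma, 1677 higher and 1360 lower in WAR N. Of the 35 splits of the 8 naïve arrays into 4 and 4, 2 gave as many genes, the real one included, and the highest other split gave 4146, so chance could not be excluded. That split puts Wistar N replicate 1 with WAR N replicates 1, 3 and 4, and the splits of this kind with other WAR N arrays gave 2130, 2212 and 2484, which points to a structure of the samples. On the first principal component of the naïve arrays, Wistar N replicates 2 to 4 lay from −36.9 to −32.0, Wistar N replicate 1 at 23.2 and the WAR N arrays from 12.7 to 22.7. Of the 3037 genes, 1782 (58.7%) had Wistar N replicate 1 nearer to the mean of WAR N than to the mean of the other Wistar N arrays (9760 of all 14506 genes). Without Wistar N replicates 2 to 4, Wistar N holds a single array, assumed to vary like the arrays of the other groups, and 638 genes were higher and 1039 lower in WAR N; these are differences from that array alone. Wistar N replicate 1 had a mean correlation across genes of 0.961 with the other Wistar N arrays and of 0.985 with the WAR N arrays, where genes are not independent replicates. Over the 60 genes called in stimulated arrays, signed by their direction there, its mean log2 value was 0.22, against 0.17 to 0.20 in the other Wistar N arrays and 0.66 to 0.82 in WAR N arrays. The count was 5968 without Wistar N replicate 1, 1987 without replicate 3, 217 within label set 1 and 3775 within label set 2. With only the naïve arrays in the model it was 879. Between WAR S and Wistar S, 60 genes were called and at most 4 in any other of the 21 splits. Only the real split was as large, the fewest that 21 splits allow. This argues against chance there but cannot firmly exclude it, and the count was smaller without either Wistar S array. Over all arrays, 1449 genes were called for the strain, with at most 16 in other splits out of 100 drawn (1 as large). This argues against chance but cannot firmly exclude it, since splits that were not drawn could give more genes.

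The strain effect differed between stimulated and naïve arrays in 15 genes at an adjusted p of 0.05 from limma (2171 at an unadjusted p of 0.05), each effect being taken within arrays normalized together. It was more positive with sound for *Adprh* (0.97 on the log2 scale), *Ppp2r5d*, a subunit of protein phosphatase 2A (1.15), *Hk1*, a hexokinase (0.83), *Ap2m1*, a clathrin adaptor (1.23), *Pnoc*, the precursor of nociceptin (1.39), *Puf60*, a splicing factor (1.17), *Cisd3* (0.78), *Fbxo25* (0.53) and *Mrps18b*, of the mitochondrial ribosome (1.19). It was more negative with sound for *Psmb6*, a proteasome subunit (−1.66), *Gulp1*, an adaptor of phagocytosis (−0.996), *Fis1* (−1.84), *Bloc1s5* (−0.94), *Metrn* (−0.78) and *Terc*, the RNA of telomerase (−2.25). Of these 15 genes, 14 were called between WAR N and Wistar N and 3 between WAR S and Wistar S. Over all genes, calls were also more frequent in naïve arrays (3037 against 60). The strain effect was −1.07 in naïve and −0.11 in stimulated arrays for *Adprh*, and −0.92 and −0.084 for *Hk1*. It was −1.16 and 0.016 for *Puf60* and 1.66 and 0.0029 for *Psmb6*. Both values were sizeable for *Pnoc* (−0.73 and 0.66), *Mrps18b* (−0.64 and 0.55) and *Gulp1* (0.44 and −0.55). The stimulated value was the larger for *Fis1* (0.52 and −1.32), *Bloc1s5* (0.36 and −0.59) and *Cisd3* (−0.23 and 0.55). The count from limma was 2956 without Wistar N replicate 1, 4 without Wistar N replicate 3 and 62 without WAR N replicate 4. It was 0 within label set 1 (1109 at an unadjusted p of 0.05) and 0 with the replicate number as a block (1560). Leaving out a single WAR S array gave 4 to 6, and the count was also smaller without either Wistar S array. The list of 15 genes thus depends on the arrays used. Where Wistar N replicate 1 lay for these genes as a set is not given here.

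Of 102 groups of 4 or 5 arrays tested over 34 genes, 10 had a single array far from the others, where chance gives about 5.1. WAR S replicate 3 lay above the other WAR S arrays for *Abcb1a* (8.74 against 8.31 to 8.38), *Sertad1* (7.14 against 6.60 to 6.73) and *Itm2a* (10.38 against 9.78 to 9.94). WAR S replicate 4 lay above the others for *Actb* (13.02 against 12.97) and below them for *Jun* (8.61 against 8.79 to 8.83). WAR S replicate 5 lay above the others for *Gapdh* (13.83 against 13.76 to 13.77). Wistar N replicate 1 lay above the other Wistar N arrays for *Adgrf5* (8.57 against 6.95 to 7.08), *Fis1* (10.44 against 9.92 to 9.98) and *Lhpp* (9.55 against 8.99 to 9.02). Wistar N replicate 2 lay above the others for *Hbb* (11.15 against 10.48 to 10.52).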

How the results depend on the processing

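The naïve count without Wistar N replicates 2 to 4, the count over probe sets with no gene name and the list tests within label set 1 were chosen after the data were seen. Over all results and alternatives, 361 values kept direction and side of the threshold or stayed within 1.5 times the count or within 1 SD, 50 lost and 6 gained a call, 42 moved and 2 changed sign. For the lists, 220 of 258 values kept their call and none changed sign. Causes were not tested, except that fewer arrays or more probe sets entered by construction. Of the 60 genes, 51 remained with only the compared groups, 55 with the label set as a block, 15 with the replicate block and 60 with array weights. The deposited values give no signal over background, and leaving out the dimmest genes gave 58 genes in place of 60. Cyclic loess moved array medians by −0.10 to 0.11. It gave 58 genes for WAR S against Wistar S, 24 higher and 34 lower, against 31 and 29 without it. The comparisons of stimulated with naïve arrays and the stimulated arrays of label set 2 were not run, since the former were normalized separately and the latter hold no Wistar S array.

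Counts. WAR S against Wistar S at an adjusted p of 0.05 from limma (60) gave 274 genes with only the compared groups, 1433 with array weights, 14 within label set 1, and 7 to 50 with an array left out (13 without Wistar S replicate 1, 7 without Wistar S replicate 2, 38 without WAR S replicate 1); SAM called 2. At the fold threshold (39) it was 79 with all probe sets, 20 with an adjusted p, 37 over unnamed probe sets alone and 29 to 45 with an array left out. WAR N against Wistar N (3037) gave 879 with only the compared groups, 5355 with all probe sets, 4667 with array weights, 217 within label set 1, 1677 without Wistar N replicates 2 to 4 (a single Wistar N array is left, assumed to vary like the other groups), and 1987 (without Wistar N replicate 3) to 5968 (without Wistar N replicate 1). The interaction (15) gave 9 with trend and robust, 3353 with array weights, 39 with cyclic loess, 0 within label set 1 (1109 at an unadjusted p of 0.05 from limma) and 0 to 2956 with an array left out. These were 2956, 4 and 29 without Wistar N replicates 1, 3 and 4, 3 and 0 without Wistar S replicates 1 and 2 (1337 at an unadjusted p for the 0), 4, 4, 5 and 62 without WAR N replicates 1 to 4, and 4, 4, 4, 4 and 6 without WAR S replicates 1 to 5. The strain over all arrays (1449) gave 4547 with array weights, 272 within label set 1 and 340 to 4264 (4264 without Wistar N replicate 1, 491 and 340 without Wistar S replicates 1 and 2). The correlation of strain effects was 0.409 with the label set as a block.

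Replicate block. The replicate numbers do not pair the arrays, with correlations of same-numbered arrays of 0.03 and −0.05 (stimulated) and 0.06, 0.02, −0.20 and −0.31 (naïve), and not every array correlates best with its own number. The block gave 16 genes for WAR S against Wistar S, 0 for the interaction (1560 at an unadjusted p of 0.05 from limma) and 953 for the strain over all arrays, and 1.05 for *Egr3*, 0.89 for *Rgs2* and 1.09 for *Abcb1a*, which lost their calls.

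Genes. *Egr3* lost its call within label set 1 (1.003), with SAM (1.05) and without Wistar S replicate 1 (1.03) or 2 (1.07), over 1.0004 to 1.08 with an array left out. *Rgs2* lost it with only the compared groups and with SAM (0.85) and without Wistar S replicate 1 (0.87) or 2 (0.82), over 0.77 to 0.91. *Abcb1a* lost it with SAM (1.18) and without Wistar S replicate 1 (1.19) or 2 (1.18), over 1.10 to 1.21. *Npy* passed with only the compared groups (0.94) and array weights (0.98), over 0.75 to 1.13, and *Ttr* with the same settings (−0.89 and −0.93), over −1.11 to −0.67. *Gapdh* changed sign with cyclic loess (−0.0013) and without WAR S replicate 5 (−0.0061), over −0.0061 to 0.013. Calls lost with SAM say little about single genes, since SAM called 2 genes in all from 21 splits.

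Lists, stimulated arrays. With an estimated correlation the calls of immediate early genes (0.19), GASH/Sal regulators (0.35), endothelial (0.57), pericyte (0.10), meningeal (−0.10), red blood cell (−0.25), drug efflux (0.080) and RGS genes (0.052) were lost, and with fry those of immediate early genes, regulators, pericyte, meningeal and drug efflux genes. Within label set 1 the regulators (0.10) and pericyte markers (0.092) lost and choroid plexus markers (−0.051) gained a call. Without genes of the diagram, drug efflux (0.034) and RGS genes (0.036) lost it. With an array left out, the choroid plexus ran from −0.091 (without WAR S replicate 4, a call) to −0.014. Lists, naïve arrays. An estimated correlation ended the calls of endothelial (0.61), astrocyte (−0.39), microglia (0.33), drug efflux (0.24), cholesterol (−0.27) and mitochondrial genes (0.19). Cyclic loess ended those of cholesterol (−0.25) and mitochondrial genes (0.13), and label set 1 those of drug efflux (0.060), cholesterol (−0.12) and mitochondrial genes (0.17). Drug efflux genes lost it without *Abcb1a* (0.22) and without WAR N replicate 3 (0.20), over 0.20 to 0.29. Cholesterol genes lost it without Wistar N replicate 4 (−0.19) or WAR N replicate 3 (−0.24), over −0.29 to −0.18. Mitochondrial genes lost it without Wistar N replicate 1 (0.21) or 3 (0.14) or WAR N replicate 3 (0.26) or 4 (0.22), over 0.14 to 0.26.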

Differences from the paper's values

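The paper gives 71 genes with a fold change of at least 2 in the WAR arrays, and 39 named genes reached a fold change of at least 2 with an unadjusted p of at most 0.05 from limma here. Of the alternatives set before the data were examined, testing all probe sets, unnamed ones included, gave 79, which does not differ from the paper's count by over 1.5 times. The others gave 20 (an adjusted p with the same fold) to 45 (without Wistar S replicate 1), SAM gave 39, and all of these differ. Among probe sets with no gene name alone, a setting chosen after the values were seen, 37 reached the thresholds; it drops all 42 measured names of the diagram. The number of arrays differs as well, with 7 WAR and 3 Wistar rats in the paper and 5 and 2 arrays here.

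The paper places *Rgs2*, *Npy* and *Ttr* past a 2-fold change in the WAR arrays. Here their signed fold changes were 1.80, 1.92 and −1.85, against the paper's 2.06, 2.10 and −2.08, differences within the replicate error. *Npy* reached the paper's value with the replicate block (2.19) and without Wistar S replicate 1 (2.19), *Ttr* without Wistar S replicate 1 (−2.16), and no setting brought *Rgs2* to it. *Egr3* and *Abcb1a* were 2.07 and 2.27 here and 2.07 and 2.23 in the paper. By RT-qPCR the paper reports *Egr3*, *Npy*, *Rgs2*, *Ttr* and *Abcb1a* as overexpressed in WAR N relative to Wistar N. On the naïve arrays only *Abcb1a* passed the test, and *Egr3* and *Ttr* had negative values.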

Other observations

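The tests of a technical shift and of a stronger response behind the immediate early genes, the tests of explanations for the endothelial genes, and the comparison of Wistar N replicate 1 with both naïve groups gene by gene, were chosen only after the result was seen.

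In the naïve arrays, WAR N and Wistar N also differed in genes of several cell types, but Wistar N replicate 1 often lay with WAR N. The calls use the spread shared with the stimulated arrays. With only the naïve arrays in the model, 879 genes were called in place of 3037. Of 34 endothelial markers, 15 were higher in WAR N than in Wistar N and none was lower at an adjusted p of 0.05 from limma (18 when adjusted over the list alone), with a median log2 fold change of 0.61 (adjusted p = 6.33e-08 from camera, and adjusted p = 0.565 with an estimated correlation). *Slc19a3* differed by 2.57 (standard error 0.36), *Adgrf5* by 1.62 (standard error 0.30) and *Adgrl4*, a receptor of endothelial sprouting, by 1.52 (standard error 0.28). Of 22 microglia and macrophage markers, 9 were higher and none was lower (11 when adjusted over the list alone), with a median of 0.33 (adjusted p = 0.000693 from camera, and adjusted p = 0.0702 with an estimated correlation). Among them were *Tyrobp*, a signaling adaptor, with 1.85 (standard error 0.23), *P2ry12* with 1.26 (standard error 0.076) and *Trem2*, a lipid receptor, with 1.18 (standard error 0.22). Of 19 astrocyte markers, 8 were lower and none was higher (9 when adjusted over the list alone), with a median of −0.39 (adjusted p = 0.000267 from camera, and adjusted p = 0.0702 with an estimated correlation). They include *Aldh1l1*, a folate enzyme, with −0.76 (standard error 0.15), and *Mlc1*, a membrane protein of astrocyte endfeet, with −0.70 (standard error 0.14). Wistar N replicate 1, which correlated more with WAR N (0.985) than with its own group (0.961), enters all these values. Over the 60 genes called in stimulated arrays, signed by their direction there, it lay with the other Wistar N arrays. Its mean log2 value was 0.22, against 0.17 to 0.20 in those and 0.66 to 0.82 in WAR N arrays. Whether the naïve differences come from strain or from Wistar N replicates 2 to 4 standing apart was not settled. Replicate 1 lay nearer to the WAR N mean than to that of the other Wistar N arrays for 10 of the 15 called endothelial markers. The same held for 3 of the 9 called microglia and macrophage markers and 2 of the 8 called astrocyte markers. Among all genes it held for 1782 of the 3037 called and 9760 of all 14506. Called or not, it held for 27 of 34 endothelial, 12 of 22 microglia and macrophage and 8 of 19 astrocyte markers.

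Of 14 drug efflux transporters, 4 were higher in WAR N and none was lower (6 when adjusted over the list alone), among them *Abcg2*, an efflux pump, with 0.93 (standard error 0.13), *Slco1a4*, an organic anion transporter, with 1.12 (standard error 0.22), and *Abcb1a* with 0.86 (standard error 0.15); the median was 0.24 (adjusted p = 0.0283 from camera, and adjusted p = 0.565 with an estimated correlation). Of 21 genes of cholesterol synthesis, 6 were lower and 1 was higher (10 and 4 when adjusted over the list alone), among them *Sqle*, squalene epoxidase, with −0.88 (standard error 0.22), and *Dhcr7*, of the last step, with −0.87 (standard error 0.12); the median was −0.27 (adjusted p = 0.0286 from camera, and adjusted p = 0.565 with an estimated correlation). Of 76 mitochondrial respiratory chain genes, 30 were higher and 8 were lower (36 and 13 when adjusted over the list alone), among them *Atp5mg* with 1.13 (standard error 0.20) and *Atp5me* with −1.62 (standard error 0.30), both small subunits of ATP synthase (for *Atp5me*, Wistar N replicate 1 lay at 8.26, the other Wistar N arrays from 9.73 to 10.13 and the WAR N arrays from 7.71 to 8.11); the median was 0.19 (adjusted p = 0.0363 from camera, and adjusted p = 0.565 with an estimated correlation). For 30 of 38 called mitochondrial genes, Wistar N replicate 1 was nearer the mean of WAR N than of the other Wistar N arrays. The same held for 2 of the 4 called drug efflux transporters and 4 of the 7 called cholesterol genes. The shares over all genes were again 1782 of the 3037 called and 9760 of all 14506. The other lists had adjusted p from 0.103 to 0.955 from camera in naïve arrays. In stimulated arrays, 16 pericyte and smooth muscle markers had a median of 0.10 with none called (3 higher when adjusted over the list alone; adjusted p = 0.00102 from camera, and adjusted p = 0.381 with an estimated correlation), and the lists not described elsewhere had adjusted p from 0.0508 to 0.869 from camera.

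The strain differences of the stimulated and the naïve arrays overlapped. Of the genes higher in WAR S, 21 were also higher in WAR N, where independent lists give 3.58, and of those lower, 17 were also lower, where independent lists give 2.72. The opposite direction was seen in 2 genes, *Fis1* and *Gulp1*. Of the 39 genes past the fold threshold with sound, 25 were called in the same direction without sound. Across 14506 genes, which are not independent replicates, the strain effects correlated with Pearson's r of 0.333 and Spearman's rho of 0.254, and 9 of 100 pairs of relabelled comparisons gave an r as large. Of the genes the paper measures, only *Abcb1a* passed the test between WAR N and Wistar N (adjusted p = 0.00232 from limma), with *Egr3* at −0.16 (adjusted p = 0.501), *Rgs2* at 0.05 (adjusted p = 0.809), *Npy* at 0.30 (adjusted p = 0.300) and *Ttr* at −0.21 (adjusted p = 0.571). A missed call is not evidence of no difference, as the Wistar N arrays differed among themselves. By RT-qPCR, which gave the opposite sign for *Egr3* and *Ttr*, the paper reports all of these genes as overexpressed in WAR N. The difference of the strain effects did not pass for any of them, with *Egr3* at 1.21 (standard error 0.24, adjusted p = 0.0637 from limma), *Rgs2* at 0.79 (adjusted p = 0.110), *Npy* at 0.64 (adjusted p = 0.342), *Abcb1a* at 0.32 (adjusted p = 0.546) and *Ttr* at −0.68 (adjusted p = 0.395).

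A first hypothesis concerns the immediate early genes, which were higher by a median of 0.257 in WAR S replicates 3 and 4 (label set 2) than in replicates 1, 2 and 5. A larger share of neurons in these 2 samples is argued against, since neuron markers were at −0.0737 (standard error 0.034) between the same arrays. Ependymal markers were higher by 0.275 (standard error 0.096) and endothelial markers by 0.182 (standard error 0.047) there, so another difference in tissue composition, for which no test was set, stays open. A technical shift between the label sets also stays open. The same list was higher by 0.147 (standard error 0.026) in label set 2 of the WAR N arrays, labelled as not exposed to sound. This is above the bound of 0.129 set for that test by less than its standard error. In label set 2 of the Wistar N arrays the list was higher by 0.045 (standard error 0.040), which is under the bound. That value sets Wistar N replicates 2 and 3 against replicates 1 and 4, so it also carries the distance of replicate 1 from its group. A stronger response to sound or seizure in the 2 samples cannot be told apart from a technical shift, since 0 Wistar S arrays are in label set 2.

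A hypothesis for the endothelial genes is a strain difference that is there without sound, and the median of 0.609 (standard error 0.16) in naïve arrays, against 0.57 in stimulated arrays, is consistent with it, although Wistar N replicate 1 lay nearer to WAR N for 10 of the 15 called markers. More vessel tissue, as the whole or a part of the rise, cannot be told apart from changed expression, since the 25 markers that the diagram does not name also had a median of 0.472 (standard error 0.094) in stimulated arrays, with 24 of them positive. In naïve arrays their median was 0.352 (standard error 0.11), under 0.615, which is the median of 1.23 of the 9 named ones divided by 2, but the names were picked for a large fold change on the same probes, and among the 7 of the 25 and the 7 of the 9 above the median gene level the spread was too wide to decide (0.22, standard error 0.33, against 0.48). The comparisons with the named markers were first read as speaking against more vessel tissue, and this reading was dropped after the values were seen. Pericyte and smooth muscle markers, at a median of 0.10, do not settle it either.

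A hypothesis for *Ttr* is choroid plexus tissue in the Wistar S samples, as *Ttr* is an abundant transcript of that tissue. The other 18 choroid plexus markers had a median of −0.0474 (standard error 0.071), but only 1 of them lay above the median gene level, so their dim signal cannot show a small share and the hypothesis stays open. No biological explanation for *Ttr* was tested.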
